# The regeneration-responsive element *careg* monitors activation of Müller glia after MNU-induced damage of photoreceptors in the zebrafish retina

**DOI:** 10.3389/fnmol.2023.1160707

**Published:** 2023-04-17

**Authors:** Thomas Bise, Catherine Pfefferli, Marylène Bonvin, Lea Taylor, Heidi E. L. Lischer, Rémy Bruggmann, Anna Jaźwińska

**Keywords:** regeneration enhancer, retina regeneration, MNU-injury, rods, cones, Müller glia, TOR, rapamycin

## Abstract

In contrast to mammals, zebrafish can regenerate their damaged photoreceptors. This capacity depends on the intrinsic plasticity of Müller glia (MG). Here, we identified that the transgenic reporter *careg*, a marker of regenerating fin and heart, also participates in retina restoration in zebrafish. After methylnitrosourea (MNU) treatment, the retina became deteriorated and contained damaged cell types including rods, UV-sensitive cones and the outer plexiform layer. This phenotype was associated with the induction of *careg* expression in a subset of MG until the reconstruction of the photoreceptor synaptic layer. Single-cell RNA sequencing (scRNAseq) analysis of regenerating retinas revealed a population of immature rods, defined by high expression of *rhodopsin* and the ciliogenesis gene *meig1*, but low expression of phototransduction genes. Furthermore, cones displayed deregulation of metabolic and visual perception genes in response to retina injury. Comparison between *careg:EGFP* expressing and non-expressing MG demonstrated that these two subpopulations are characterized by distinct molecular signatures, suggesting their heterogenous responsiveness to the regenerative program. Dynamics of ribosomal protein S6 phosphorylation showed that TOR signaling became progressively switched from MG to progenitors. Inhibition of TOR with rapamycin reduced the cell cycle activity, but neither affected *careg:EGFP* expression in MG, nor prevented restoration of the retina structure. This indicates that MG reprogramming, and progenitor cell proliferation might be regulated by distinct mechanisms. In conclusion, the *careg* reporter detects activated MG, and provides a common marker of regeneration-competent cells in diverse zebrafish organs, including the retina.

## Introduction

The visual system is fundamentally similar in zebrafish and humans. In both these species, the retina is composed of three nuclear and two plexiform layers (Chhetri et al., 2014; Niklaus and Neuhauss, 2017; Zang and Neuhauss, 2021). Despite the comparable structure, the loss of photoreceptor cells, rods, and cones, is irreversible in mammals, whereas they can be fully replaced in zebrafish (Wan and Goldman, 2016; Angueyra and Kindt, 2018). In this species, the subsequent impairment to visual function is transient and progressively returns to the original level (Hammer et al., 2021; Barrett et al., 2022). Beside the retina, other complex organs, such as fins, heart, spinal cord, and brain, can be fully restored in adult zebrafish (Gemberling et al., 2013; Sehring et al., 2016; Mokalled and Poss, 2018; Marques et al., 2019). This capacity mostly relies on the conversion of quiescent functional cells into proliferative precursors. This intrinsic plasticity, which accounts for regenerative organogenesis and neurogenesis, remains insufficiently understood at the molecular level.

Zebrafish can cope with damaged photoreceptors by increasing cellular survival programs or by replacing injured cells with new successors (Wan and Goldman, 2016). To study renewal of rods and cones in the adult zebrafish retina, several injury models have been established, such as genetic cells ablation, phototoxic light exposure, mechanical puncture, and chemical injuries (Senut et al., 2004; Thomas and Thummel, 2013; DiCicco et al., 2014; Oel et al., 2015; Hanovice et al., 2019; Kramer et al., 2021; Cocchiaro et al., 2022; Iribarne and Hyde, 2022). Exposure to methylnitrosourea (MNU) has been used to model diseases that result in primary photoreceptor cell death, in both zebrafish and rodents (Tsubura et al., 2010; Tappeiner et al., 2013). A chemical intervention is particularly advantageous as a robust and non-surgical injury model causes extensive damage to photoreceptors in the adult zebrafish retina (Tappeiner et al., 2013). One hour exposure to MNU is sufficient to induce apoptotic death, predominantly in rods. However, other possible aberrations have not been deeply investigated. The integrative analysis of cellular and molecular changes in rods and cones at the level of protein localization and gene expression is essential to understand the plasticity of these neuroepithelial cells upon chemical stress.

After a lesion, the zebrafish can regenerate lost photoreceptors *via* activation of an eye-specific glia, called Müller glia (MG) (Vihtelic and Hyde, 2000; Goldman, 2014). These cells possess thin cytoplasmic processes that span the entire thickness of the retina. Activated MG can change their gene expression profile and undergo asymmetrical cell division, producing an undifferentiated progenitor cell (Nagashima et al., 2013). These progenitors further symmetrically proliferate to amplify their numbers, and thereafter undergo interkinetic nuclear migration, followed by differentiation into photoreceptors or other neuronal cells (Goldman, 2014; Lahne and Hyde, 2016; Lahne et al., 2021). The step of MG reprogramming into multi-potent neuronal progenitors is a distinctive feature of the zebrafish retina. Fluorescent reporters of MG, such as *gfap:EGFP* or *olig2:EGFP*, have facilitated retina regeneration studies (Thummel et al., 2008; Campbell and Hyde, 2017). Thus, transgenic zebrafish strains could serve to investigate transcriptional dynamics of cellular conversions.

Non-coding elements, either promoters or enhancers, provide valuable biosensors for the switch from quiescence to mobilization in regeneration of various organs (Rodriguez and Kang, 2020; Suzuki and Ochi, 2020). Despite the diversity of tissue types, injury-induced activation has been shown to involve common regulatory mechanisms (Kang et al., 2016; Yuan et al., 2018; Goldman and Poss, 2020). In agreement with the existence of regeneration-responsive genetic sensors, we have previously identified that a non-coding element, called *careg*, is transiently upregulated in regeneration-participating cells of the fin and the heart, despite the structural differences between both organs (Figure 1A; Pfefferli and Jaźwińska, 2017). The *careg* element contains a 3.18 kb sequence of the *connective tissue growth factor a* (*ctgfa*) promoter (Figure 1B; Chiou et al., 2006). While the *careg* element can be used to monitor the regenerative activation of fin mesenchyme and ventricular cardiomyocytes, its properties as a regeneration-responsive reporter have not yet been explored in neural tissues, such as the retina.

**FIGURE 1:**
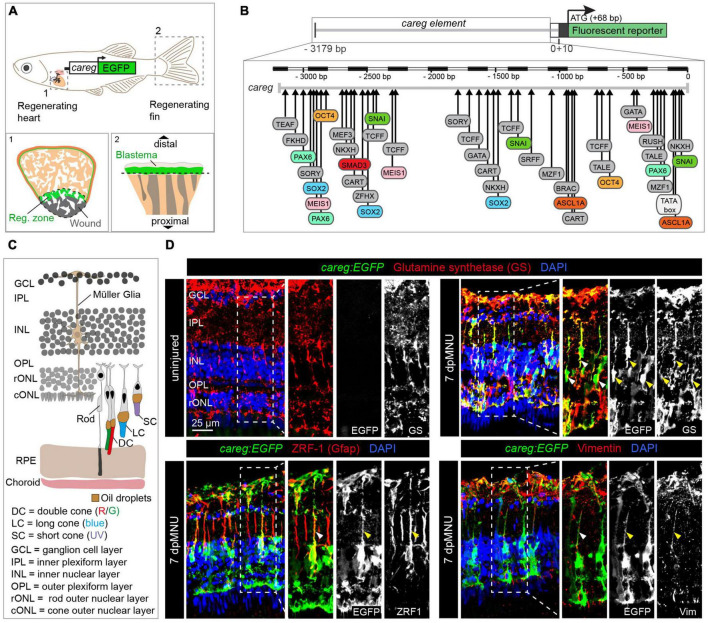
The *careg* regulatory element is activated in Müller glia during retina regeneration. **(A)** Schematic representation of the transgenic zebrafish line carrying the *careg* regulatory element upstream of the *EGFP* reporter, based on Pfefferli and Jaźwińska (2017). The *careg:EGFP* transgene is activated during heart (1) and fin (2) regeneration. **(B)** Prediction of transcription factor binding sites in the *careg* sequence with MatInspector (Genomatix) (Pfefferli and Jaźwińska, 2017). **(C)** Schematic representation of the retina in adult zebrafish, with an illustration of photoreceptors, based on Raymond and Barthel (2004) and Lagman et al. (2015). Outer segments of cones are colored according to their spectral sensitivity. Abbreviations are listed on legend at the bottom of the drawing. **(D)** Immunofluorescence stained sections of uninjured and 7 days post-MNU treatment (dpMNU) retinas of *careg:EGFP* (green) transgenic fish using three Müller glia markers (red): glutamine synthetase (GS), vimentin and the glial fibrillary acidic protein (GFAP, visualized with ZRF-1 antibodies). Nuclei are stained with DAPI (blue). In uninjured retina, no *careg:EGFP* is detected. At 7 dpMNU, *careg:EGFP* partially overlaps with some cells expressing GS, GFAP, and vimentin (arrowheads). In this, and all subsequent figures, a dashed frame demarcates the magnified area shown in adjacent panels. *N* ≥ 3 (number of fish).

Here, we identified that *careg:EGFP* is a biosensor of regeneration-participating cells in the retina. Thus, this study together with our previous report demonstrates that *careg* is a common reporter of regeneration-participating cells in diverse organs. It is not detected in the uninjured retina but becomes temporarily induced in MG after MNU chemical injury. To assess whether *careg:EGFP* expression is associated with photoreceptor damage, we employed immunofluorescence analysis to examine rods and cones. To elucidate the molecular signature of regeneration-participating cells, we conducted single-cell RNA sequencing (scRNAseq) analysis at three time-points after MNU treatment, and compared to uninjured controls. Gene expression profiles of rods, cones, and MG provided new insights into transcriptional changes of MNU-damaged photoreceptors and the restorative process. *careg:EGFP*-expression predominantly demarcated a subpopulation of activated MG. We also analyzed the dynamics of TOR signaling in *careg:EGFP* retinas. Inhibition of TOR signaling resulted in reduced proliferation, however, *careg* reporter expression and regeneration were unaffected. This study indicates that distinct mechanisms might be involved in activation of MG and progenitor cell proliferation during retina regeneration.

## Materials and methods

### Animal lines and procedures

The present work was performed with adult fish between 12 and 24 months old. Wild-type fish were AB (Oregon) and transgenic lines were *careg:EGFP*, originally named as *Tg(ctgfa:EGFP)^zf^*^620^ (also named *cnn2a:EGFP*; ZFIN Database ID: ZDB-ALT-160802-2) (Chiou et al., 2006), *Tg(careg:dmKO)^fri^*^1^ (ZFIN Database ID: ZDB-ALT-180626-1) (Pfefferli and Jaźwińska, 2017), *Tg(–3.5ubb:loxP-EGFP-loxP-mCherry)^cz^*^1701^, referred to as *ubi:EGFP* (also named *ubi:Switch*; ZFIN Database ID: ZDB-ALT-110124-1) (Mosimann et al., 2011), and *TgBAC(gfap-GFP)*^zf^*^167^* (ZFIN Database ID: ZDB-ALT-100308-3) (Lam et al., 2009).

The retina injury was induced by MNU treatment and it was performed following the previously established method (Maurer et al., 2014). Briefly, fish were treated for 1 h in 1 L of system water containing 150 mg of MNU. Following the treatments and procedures, fish were kept in 1 L tank apart from the system for 1 day, then reintegrated to the system during the period of regeneration. For scRNA-seq experiment, control fish were treated with inactivated MNU heated at 90°C for 30 min. For chemical inhibition experiments, the animals were pre-treated for 2 days with water containing 1 μM rapamycin (Selleckchem) before MNU-treatment, followed by 2, 7, or 22 days after MNU treatment. A total of 0.1% DMSO was used as control, as solvent for preparation of stock concentration of the drug.

Animal experimentation was performed in accordance with Swiss regulations and approved by the Cantonal Veterinary Office of Fribourg, Switzerland.

### Immunofluorescence and histology

At the end of experiments, the eyes were collected in daylight and fixed overnight at 4°C in 4% paraformaldehyde. They were then rinsed in PBS and equilibrated in 30% sucrose for a minimum of 3 h. Lenses were removed before embedding in Tissue-Tek OCT compound (Sakura Finetek Europe B.V.) and cryo-sectioned at a thickness of 16 μm. The immunofluorescence procedures were performed as previously described (Chablais et al., 2011). The following primary antibodies were used: mouse anti glutamine synthetase (GS) at 1:200 (MAB302; Millipore, Billerica, MA, USA), (provided by Enzmann V. Group, University of Bern), mouse anti-proliferating cell nuclear antigen (PCNA) at 1:200 (Clone PC10; M0879; DAKO), rabbit anti-MCM5 at 1:500 (kindly provided by Soojin Ryu, Heidelberg); mouse IgG ZRF-1/GFAP 1:100 (ZIRC, University of Oregon), mouse IgG ZPR-1 1:100 (ZIRC, University of Oregon), mouse IgM Xap-1 (Clone 3D2) at 1:10 (DSHB), mouse IgG3 Xap-2 (Clone 5B9) at 1:10 (DSHB), mouse anti Vimentin at 1:50 (40E-C, DSHB) Chick anti-GFP antibody at 1:500 (GFP-1020; Aves labs); Rabbit anti KO2 at 1:200 (PM051M, MBL International Corporation). The Alexa-Fluor conjugated secondary antibodies (Jackson Immunoresearch) were used at 1:500, and DAPI was used at 1:2,000.

Proliferating cell nuclear antigen staining required heat-induced epitope retrieval in 10 mM citric buffer, pH 6.0, 120°C for 3 min, whereas all other staining were performed without this step, according to standard immunofluorescence staining protocol (Bise et al., 2020).

### Retina dissection, dissociation, and single cell suspension for RNA-seq experiment

The fish were dark-adapted for 1 day prior to retina collection. Zebrafish eyeballs were collected on ice, in a darkroom under red light in brown Eppendorf 1.5 ml containing 1 ml ice-cold PBS1x. Under a binocular microscope in ice-cold PBS, each retina was directly extracted from eyeball, minced into small pieces, and placed in 500 μl of ice-cold RNAse-free PBS within 2 min following eyeball collection and for a maximum of 30 min (to avoid RPE sticking on the neuroepithelium).

To dissociate retinal cells, PBS was replaced with a solution of liberase 2.5 mg/ml (Merck, Liberase DH) at 35°C and incubated at 28°C for 20 min. To ensure maximal tissue dissociation, 3–4 rounds of trituration were done using wide bore pipet tips. The enzymatic reaction was stopped by adding 100 μl of 10% BSA.

The resulting cell suspension was then filtered using 40 μm Cell strainer (Corning) and centrifuged at 800 *g* for 5 min at 4°C. Supernatant was discarded and the pellet resuspended in 500 μl of PBS containing 0.5% BSA. Cell concentration and viability were determined using both MACSQuant flow cytometer and hemocytometer (improved Neubauer). Cell viability was determined using Propidium Iodide (PI) with both methods.

### 10X genomics and sequencing

Libraries for scRNA-seq were prepared using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10X Genomics), according to the manufacturer’s protocol (User Guide). Briefly, wells were loaded after calculating single-cell suspension concentration of each sample equal to 1,200 cells/μl. Targeted recovery rate was approximately 10,000 cells. 10X Chromium Chip performed GEMs generation, reverse transcription, and cDNA amplification. Illumina NovaSeq 6000 S2 flow cell was used for deep sequencing generating paired-end reads. Different sequencing cycles were performed for the different reads, R1 and R2. R1, contained 10X barcodes and UMIs, in addition to an Illumina i7 index. R2, contained the transcript-specific sequences.

### 10x data processing

Illumina BCLs data were demultiplexed into FASTQ files using Cellranger mkfastq pipelines v3.0.2 according to the 10X genomic support. To allow EGFP transcripts detection, referenced and annotated genome GRCz11 from NCBI were manually modified to add EGFP sequence. Reads were aligned on referenced genome using Cellranger Count pipeline.

Using Seurat package from Satijas lab in R (v4.1.0) (Stuart et al., 2019), biological duplicates were merged into single conditions and filtered according to metadata. Genes with UMIs <250 and <200 were trimmed. The Scater tool was used to identify low-quality cells based on experiment-specific aspects of the data (McCarthy et al., 2017). This includes cells with a low library size, low number of expressed genes, high proportion of mitochondrial reads.

All datasets were then associated and merged into a single object for all further analysis. The data was normalized using a SCTransform normalization (Hafemeister and Satija, 2019), which builds regularized negative binomial models of gene expression in order to account for technical artifacts while preserving biological variance. During the normalization, we also removed confounding sources of variation (mitochondrial and ribosomal mapping percentage). The quality control report is included (Supplementary Data 1).

An integration analysis (dim = 30) corrected for confounders and batch effects (technical and biological variability) between samples. We identified single-cell clusters through k-nearest neighbors and a shared nearest neighbor modularity optimization. Clusters were determined with a resolution of 0.2 and visualized through UMAP dimensional reduction. Cell clusters were identified by specific marker genes according to previous published studies (Hoang et al., 2020; Ogawa and Corbo, 2021). Subsets of *careg:EGFP* expressing cells were obtained using the subset function in Seurat v4.1.0.

Genes upregulated in each cluster were identified using the FindAllMarkers function in Seurat v4.1.0 and are provided in Supplementary Table 1. Genes differentially expressed in specific cell types between post-MNU time-points (3, 7, and 10 dpMNU merged datasets) and uninjured control were obtained using the FindMarkers function in Seurat v4.1.0 using non-parametric Wilcoxon rank sum test. The DoHeatmap function of the Seurat package was used to create heatmaps of scaled gene expressions. GO term enrichment analysis were done using the topGO package (Alexa and Rahnenfuhrer, 2022), applying the Fisher’s exact test.

Additionally, all cells from clusters 1 and 9 were subset and reanalyzed following the approach above. Cell clusters were identified by specific marker genes and the new cluster 0–5 were merged into one cluster.

### Image analysis and quantification

Fluorescent images were taken with a Leica SPE II confocal microscope, and ImageJ 1.53f51 software was used for subsequent measurements. A minimum of 3 retinas were used per experiment and 2–3 representative images were taken per individual (*n*). From these, one representative image was selected for the relevant figure. Images of the same specimens were taken for area quantification. The area of *careg:EGFP* or p-rpS6 positive signal was measured using thresholds in ImageJ and was compared with the total area of the analyzed retina fragment.

Quantification of PCNA-positive nuclei was performed using the plugins colocalization and ITCN counter of ImageJ, and was normalized to the number of DAPI-positive nuclei. Error bars correspond to standard error of the mean (SEM). Significance was calculated using one-way ANOVA with Sidák multiple comparison test. Statistical analyses were performed with GraphPad Prism. All results are expressed as the mean ± SEM.

## Results

### The *careg* reporter is induced in Müller glia after MNU-mediated damage

To identify a transgenic tool for monitoring retina regeneration, we investigated the expression of a *cis*-regulatory DNA element, called *careg*, which we have previously characterized in the fin blastema and the peri-injured myocardium (Figure 1A; Pfefferli and Jaźwińska, 2017). Bioinformatic analysis of the *careg* sequence predicted various transcription factor-binding sites, many of which are known to regulate retina regeneration or development, such as *pax6, ascl1a, meis1*, and *oct4* (Bessa et al., 2008; Thummel et al., 2010; Gorsuch et al., 2017; Sharma et al., 2019; Figure 1B). Thus, the expression of this reporter might be regulated in the retina. Firstly, we aimed to investigate whether *careg* is expressed in the zebrafish eye during development. Between 2 and 5 days post-fertilization (dpf), *careg:EGFP* was detected in the optic nerve, whereas at 6 and 7 dpf, it was also observed in the retinal pigmented epithelium (RPE) and the corneal stroma (Supplementary Figure 1A). In adult zebrafish, the transgene expression expanded into the iris and certain blood vessels irrigating the eye. Importantly, no expression was observed in the adult retina (Supplementary Figure 1B). These analyses demonstrate that *careg:EGFP* is not expressed in retinal neurons, the germinal zone and glia cells at any stage.

The retina consists of several layers of specialized cells (Raymond and Barthel, 2004; Figure 1C). To assess the reactivity of the *careg:EGFP* reporter during retina regeneration, we aimed to damage the rod outer nuclear layer (rONL), which also comprises nuclei of UV cones. We applied a pulse treatment with MNU that causes disintegration of this layer after 5–8 days (Tappeiner et al., 2013). Our analysis of retina sections at 7 days post-MNU treatment (dpMNU) revealed that *careg:EGFP* was activated in elongated cells spanning all retinal layers, that resemble MG (Figure 1D). To identify these cells, we analyzed three MG markers, glutamine synthetase (GS), the glial fibrillary acidic protein (GFAP, visualized with ZRF-1 antibody), which is confined to a thin segment of MG, and the intermediate filament vimentin (Luna et al., 2010; Gao et al., 2021). We found that 62 ± 2% (*n* = 4) of *careg:EGFP*-positive area overlapped with GS staining and displayed a positional association with ZRF1- and vimentin-immunoreactive segments (Figure 1D). We concluded that at 7 dpMNU, the majority of *careg*-expressing cells are MG, which are known to have a regenerative potential in the zebrafish retina (Fischer and Reh, 2001).

To test the specificity of *careg* activation after retina injury, we used another transgenic line containing a fluorescent protein with a rapid turnover. Specifically, we selected destabilized monomeric Kusabira-Orange 2 (dmKO2), which contains a C-terminal PEST domain targeted for rapid degradation *via* ubiquitination (Collery and Link, 2011). Double transgenic fish, *careg:EGFP;careg:dmKO2* displayed a partially overlapping pattern of both reporters, whereby nearly all dmKO2-positive cells were also EGFP-positive (Supplementary Figures 2A, B). Furthermore, we used the fish strain *TgBAC(gfap-GFP)^zf^*^167^, which detects a subpopulation of MG (Lam et al., 2009) and generated double transgenic fish by crossing with *careg:dmKO2* (Supplementary Figure 2C). Consistent with previous studies (Conedera et al., 2017), *gfap:GFP^zf^*^167^ was detected mostly in the thin segment of MG often in close proximity to *careg:dmKO2*-positive cell (Supplementary Figure 2D). Taken together, we concluded that a population of *careg*-expressing cells belong to MG, which are activated during retina regeneration.

### The *careg* reporter monitors activated Müller glia throughout the entire regenerative process

Activated MG undergo an asymmetric cell division to give rise to a pool of progenitor cells (Nagashima et al., 2013). To investigate whether *careg:EGFP* was present in proliferative cells, we performed immunofluorescence analysis using G1/S phase markers, namely, PCNA and MCM5, at different time-points after injury. First, we found that the immunostaining pattern of both these antibodies was very similar, validating their specificity (Supplementary Figure 3). The earliest *careg:EGFP* expression started on day 1 after injury and became evident at 2 dpMNU (Figure 2 and Supplementary Figure 3). Thus, this reporter can function as an early transgenic sensor of tissue activation after damage. At 2 and 3 dpMNU, we observed a remarkable colocalization between *careg:EGFP^+^* cells and PCNA*^+^* or MCM5*^+^* nuclei within the inner nuclear layer (Figure 2 and Supplementary Figure 3), which comprise MG nuclei among other neurons (Figure 1C). On day 7, *careg:EGFP^+^* cells contained PCNA*^+^* or MCM5*^+^* nuclei, however, clusters of small proliferative cells were mostly GFP-negative. This suggests that *careg:EGFP* is predominantly expressed in activated MG, but not in the derived progenitors.

**FIGURE 2:**
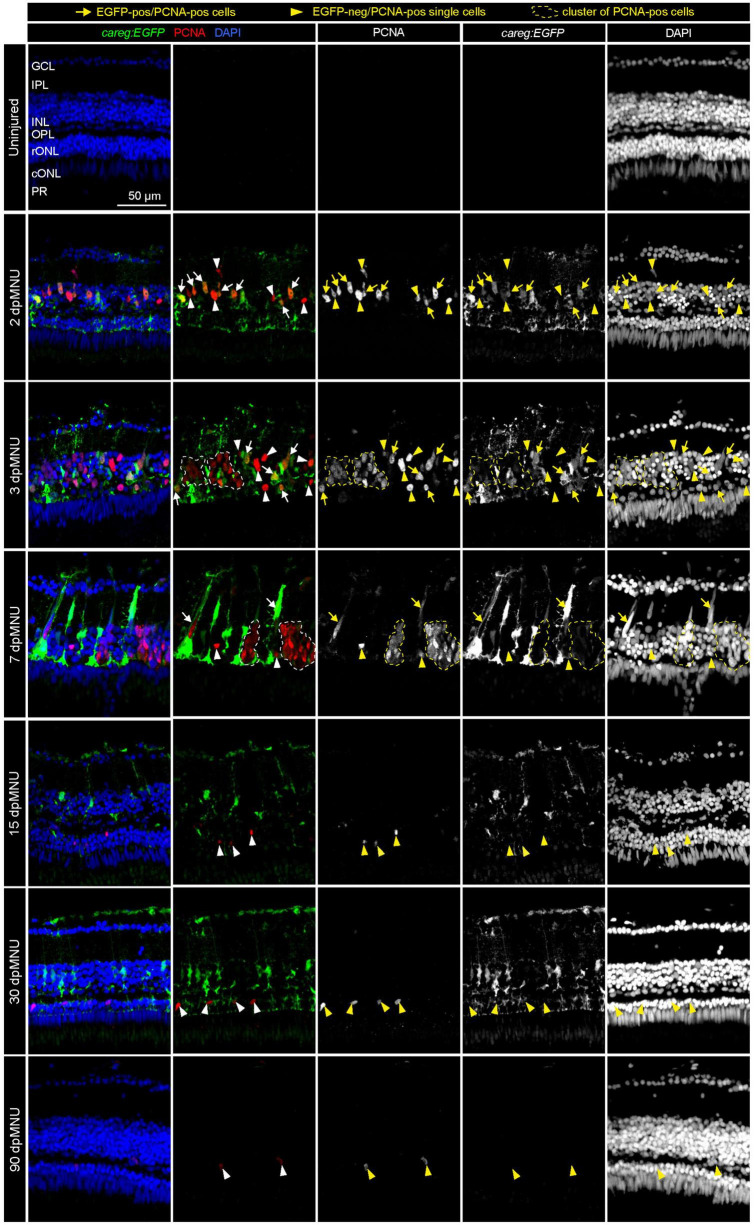
Proliferative cells of regenerating retinas include *careg:EGFP*-positive cells with an elongated nuclei. Sections of *careg:EGFP* (green) retinas, immunostained for the G1/S-phase cell cycle marker PCNA (red) and the nuclear marker DAPI (blue). Expression of *careg:EGFP* (green) is absent in the uninjured retina, but it is induced at 2 dpMNU and persists until 30 dpMNU. In the inner nuclear layer (INL), EGFP/PCNA double positive cells with an elongated nucleus (arrows) can be observed at 2, 3, and 7 dpMNU. Single EGFP-negative and PCNA-positive cells with roundish nuclei (arrowheads) are observed at all time-points after injury. Clusters of EGFP-negative and PCNA-positive cells (encircled with a dashed line) correspond to progenitor cells at 3 and 7 dpMNU. At 15 and 30 dpMNU, PCNA-positive cells are present in the outer nuclear layer (ONL). At 90 dpMNU, no EGFP-positive cells are detected. GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; rONL, rod outer nuclear layer; cONL, cone outer nuclear layer; PRL, photoreceptors layer. *N* ≥ 3 (number of fish).

At 15 and 30 dpMNU, *careg:EGFP* remained in the inner nuclear layer, whereas a few proliferative cells were detected mostly in the outer nuclear layer; these cells were not demarcated by *careg:EGFP*. This indicates that the activation of this reporter persists throughout the entire regenerative process in activated MG, including a phase of declining cell proliferation. At 90 dpMNU, the fully regenerated retina contained no *careg:EGFP*^+^ cells, demonstrating a reversible regulation of the reporter in the repaired organ (Figure 2 and Supplementary Figure 3). Based on these findings, we concluded that *careg:EGFP* provides a unique transgenic tool for labeling activated MG from the primary to the terminal phase of regeneration.

### MNU-treatment damages rods and UV cones, leading to disruption of the outer plexiform layer

Methylnitrosourea (MNU) treatment predominantly damages rods, as shown by the Tunel assay and quantification of cells in the outer nuclear layer (Tappeiner et al., 2013). However, the phenotypic characterization of the MNU-injured retina remains incomplete. To better understand which cellular changes may activate *careg:EGFP* upregulation in MG, we aimed to assess how MNU-injury disrupts photoreceptor organization (Figures 3A, B). We applied the 4C12 antibody that detects rod cell bodies, their inner segments, including myoid, and their outer segments (Sotolongo-Lopez et al., 2016). We combined this marker with Phalloidin, which labels filamentous actin (F-actin) of photoreceptor inner segments and the outer plexiform layer (Nadolski et al., 2020). At 5 dpMNU, 4C12-immunoreactive cell bodies of rods were present, but showed a contracted and disorganized appearance, whereas the myoid structure was no longer detectable (Figure 3D). Furthermore, no overlap between 4C12 and F-actin was apparent in the myoid of the inner segment, suggesting the loss of distinctive rod morphology (Figure 3D). In addition, Phalloidin staining of the outer plexiform layer was abolished after MNU-treatment, suggesting defects at the synaptic ends of photoreceptors and second level neurons. At 30 dpMNU, 4C12 and F-actin displayed a pattern comparable to the uninjured retina, suggesting regeneration (Figure 4A). These data demonstrate that MNU-treatment induces transient degenerative processes in rods, perturbing interconnections between photoreceptors and neurons.

**FIGURE 3:**
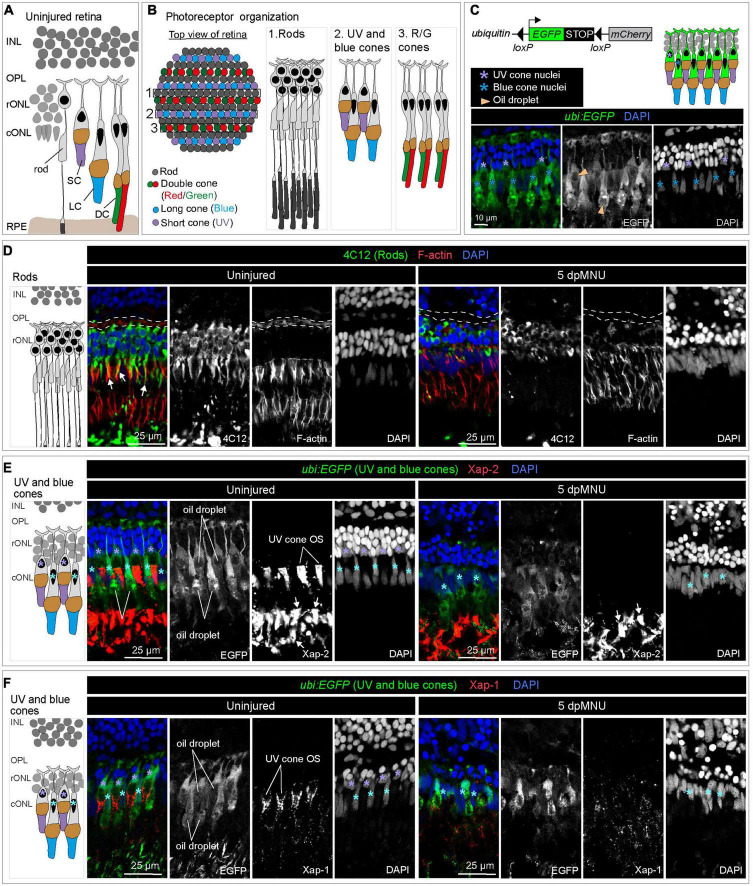
MNU-mediated injury predominantly affects rods, UV-cones and the outer plexiform layer. Schematics of photoreceptor organization in a transversal section **(A)** and frontal flattened view **(B)**, based on Raymond and Barthel (2004), Lagman et al. (2015), and Noel et al. (2021). INL, inner nuclear layer; rONL, rod outer nuclear layer; cONL, cone outer nuclear layer; OPL, outer plexiform layer; RPE, retinal pigmented epithelium; DC, double cones (red/green spectral sensitivity); LC, long single cones (blue spectral sensitivity); SC, short single cone (UV spectral sensitivity). **(C)** Ubiquitin-promoter driven *loxP-EGFP-loxP-mCherry* transgene is expressed in blue and UV cones. Top panel shows a schematic illustration and the bottom panel displays a section of uninjured retina with *ubi:EGFP* transgene expression (green) and DAPI (blue). **(D)** Transversal retinal section stained with 4C12 antibody to visualize cell bodies and inner segments of rods (green), Phalloidin to detect F-actin (red) and DAPI (blue). In uninjured retina, colocalization between 4C12 and Phalloidin (arrows) is detected at the level of inner segments. F-actin is also present in the photoreceptor processes in the outer plexiform layer (outlined with a dashed lines). At 5 dpMNU, F-actin in the outer plexiform layer is missing and rod cells bodies and their inner segments are disorganized. **(E)** Identification of Xap-2 antibody (red) as a marker of photoreceptor outer segments on section of *ubi:EGFP* transgenic retinas. A strong expression is detected distally to the oil droplet in the UV cones (purple asterisks) and blue cones (cyan asterisks). **(F)** Identification of Xap-1 antibody (red) as a marker of the cone outer segment on section of *ubi:EGFP* transgenic retinas. A dotty localization of Xap1 is enriched distally to the oil droplet in the UV cones (purple asterisks). Dots of Xap-1 labeling are also observed in the outer segments of other photoreceptors, but at much less concentrated level. *N* ≥ 3.

**FIGURE 4:**
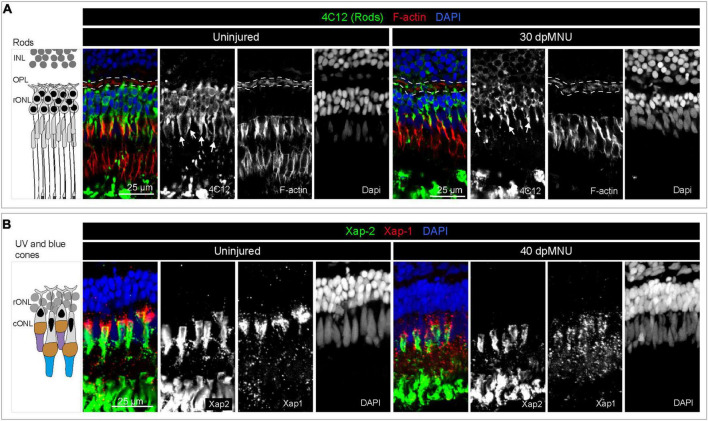
Restoration of rods and UV cones after MNU-injury. **(A)** Schematic illustration and sections of intact and 30 dpMNU retinas immunostained against the rod marker 4C12 (green), the F-actin marker Phalloidin (red) and DAPI (blue). The distribution of rods (4C12, green) and synaptic processes of the OPL (encircled with a dashed line) are restored at 30 dpMNU. **(B)** Schematic illustration and sections of intact and 40 dpMNU retinas immunostained with Xap-2 (green), Xap-1 (red) antibodies, and DAPI (blue). The outer segment of UV-cones is restored at 40 dpMNU. INL, inner nuclear layer; OPL, outer plexiform layer; rONL, rod outer nuclear layer; cONL, cone outer nuclear layer. *N* = 3.

In our attempts to perform lineage tracing analysis with the previously validated *careg:Cre-ERT2* driver (Pfefferli and Jaźwińska, 2017), we identified that the *ubi:loxP-EGFP-Stop-loxP-mCherry* transgene, here abbreviated as *ubi:EGFP*, is specifically expressed in UV and blue cones in the retina (Figure 3C). The *ubi:EGFP* was not activated in rods or ZPR-1-immunoreactive double red/green cones (Supplementary Figures 4A, B). Although CreERT2-*loxP*-mediated recombination was inefficient in the retina, as shown by negligible switching from EGFP to mCherry upon hydroxytamoxifen treatment, we identified that *ubi:EGFP* alone can serve as a transgenic tool to demarcate UV and blue cones.

We aimed to use this line for testing whether MNU treatment affected any of the *ubi:EGFP*-positive cone types. To strengthen this approach, we tested two monoclonal antibodies, Xap-2 and Xap-1, which were generated against the *Xenopus* retina (Harris and Messersmith, 1992). The Xap-2 antigen recognizes outer segments of rods in frogs and killifish (Choi et al., 2011; Berrosteguieta et al., 2022). The Xap-1 antigen has been mapped to Grp78 (Heat shock protein a5), which is detected in outer segments of rods and cones in frogs, but only of cones in mice, monkeys, and pigs (Nookala et al., 2010). The ability of the antibody to bind to photoreceptors has been correlated with proper outer segment formation in cones (Wohabrebbi et al., 2002). Interestingly, we found that both antibodies immunoreacted with the zebrafish retina, whereby the outer segment of UV cones was labeled by both markers (Figures 3E, F). In addition, Xap-2 immunodetected the outer segments of other photoreceptors with a similar intensity as that of UV cones, whereas Xap-1 displayed a dotty pattern that was much more diffuse in other photoreceptors. Double antibody staining with Xap-2 and Xap-1 suggests their colocalization in the outer segment of UV cones (Figure 4B).

Equipped with these new markers, we assessed morphology of *ubi:EGFP*-positive cones after MNU-treatment. At 5 dpMNU, *ubi:EGFP*^+^ short UV-cones were missing, and no Xap-2 and Xap-1 immunostaining was observed at the position normally corresponding to the outer segment of these cones (Figures 3E, F). Although retina morphology was disturbed, *ubi:EGFP*^+^/Xap-2^+^ blue cones were detected in MNU-treated retinas (Figures 3E, F). Similarly, ZPR-1-immunoreactive double red/green cones were also present, although their shape was disturbed, suggesting morphological abnormalities to double cones (Supplementary Figure 4C). We concluded that MNU injury not only damages rods, but also leads to degeneration of UV cones. This finding suggests that these two components of the outer nuclear layer are susceptible to this chemical treatment, triggering the regenerative program that can be monitored by *careg:EGFP*.

### Single-cell RNA sequencing of the regenerating retina after MNU-injury

Our immunofluorescence analysis demonstrated that *careg:EGFP* is activated mainly in a subset of MG. To identify the molecular profile of these cells, we performed a scRNA-seq experiment with retinas dissected from adult *careg:EGFP* zebrafish. 

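The deposited data are unnormalised gene counts from droplet 3′ libraries of whole retinas, 8 libraries in all: 2 from fish given heat-inactivated MNU and 2 each from 3, 7 and 10 dpMNU. Each library holds between 5679385 and 20897037 unique molecular identifiers (UMIs) over 32521 features, *EGFP* among them. The authors aligned the reads with Cell Ranger and kept the called barcodes. The 4 conditions share a single control group, collected 3 days after treatment, so the 7 and 10 dpMNU comparisons also carry a difference in the day of collection.

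Cells were filtered per library, normalised with SCTransform, integrated over libraries with Seurat, clustered, and named from marker genes; names end in "-like" because they rest on transcripts alone. Expression was then compared between libraries and not between cells. UMIs were summed per library and class, scaled by trimmed mean of M values (giving the CPM printed below) and tested in edgeR by quasi-likelihood F tests, 2 libraries per condition, with Benjamini-Hochberg adjustment over all genes tested in a comparison and an adjusted p under 0.05. Changes after MNU come from a single fit per class over the 8 libraries, and classes were compared within libraries. Shares of cells were compared by an exact permutation test of 6 MNU against 2 control libraries, with 28 possible splits. Each comparison was also read over 25 gene lists fixed before any test; those marked "(paper)" were written from the genes the study reports for these same samples, so they are not independent evidence.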

We selected three time-points at 3, 7, and 10 dpMNU, corresponding to the onset, the peak and the progressing-exit of the proliferative phase, respectively. Given that exposure to a chemical compound could on its own induce transcriptional changes, our control retinas were dissected from fish at 3 days after treatment with heat-inactivated MNU (Figure 5A). We confirmed that the administration of heat-inactivated MNU did not cause upregulation of *careg:EGFP* or injury, and thus, validating this control (Figure 5B).

**FIGURE 5:**
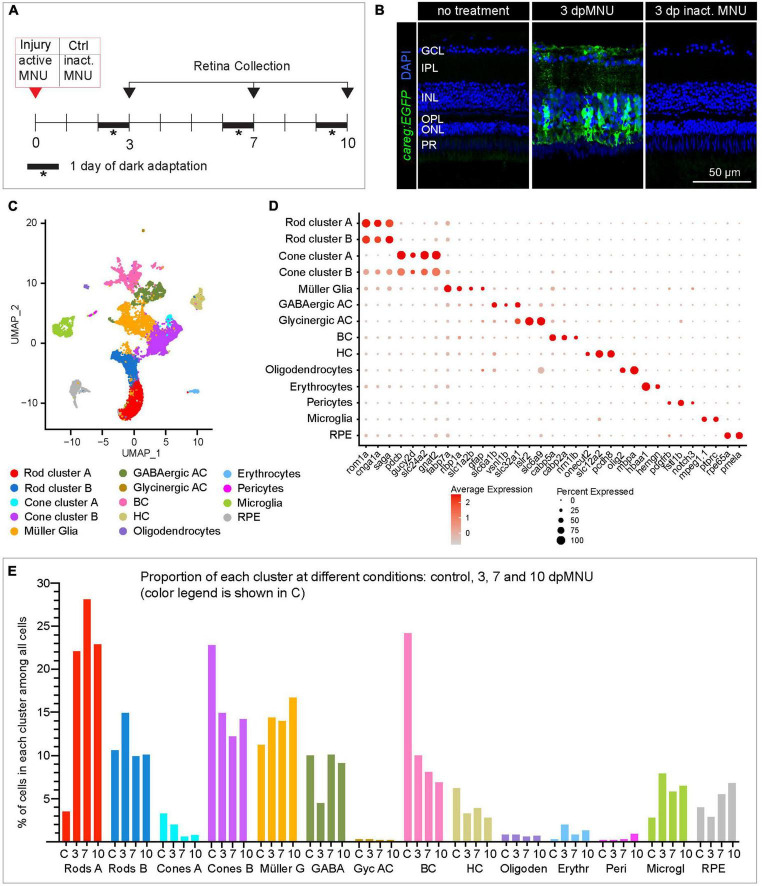
scRNA sequencing of *careg:EGFP* regenerating adult zebrafish retinas following MNU chemical injury. **(A)** Experimental design of retina isolation used for scRNA-sequencing. **(B)** Transversal sections of uninjured and regenerating *careg:EGFP* retinas at 3 days after treatment with harmful or inactivated MNU. *careg:EGFP* expression (green) is not detected after treatment with inactivated MNU, suggesting absence of injury. *N* = 3. **(C)** UMAP plots of the integrated cell RNA-sequencing data showing cluster assignments for each cell type collected from control and post-MNU treated retinas. **(D)** Dot plot showing expression of canonical markers for all retina cell types. Dot size indicates the proportion of cells expressing the corresponding gene and the color gradient indicates the average expression levels. **(E)** Histogram displaying percentage of cells in each cluster per time-point.

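The 4 conditions gave 4041 (control), 7234 (3 dpMNU), 6403 (7 dpMNU) and 8185 (10 dpMNU) barcodes. Filtering on UMIs, detected genes and mitochondrial share left 19608 cells: 2435, 5545, 4739 and 6889. The share removed was 39.7% in control, 23.3% at 3 dpMNU, 26% at 7 dpMNU and 15.8% at 10 dpMNU, a mean of 26.2% with an SD of 9.98 over the conditions. Of 25863 barcodes, 23139 met the stated minimum of 250 UMIs and 200 genes. An excess of mitochondrial transcripts, the mark of damaged cells, took out between 173 and 395 barcodes per library. An excess of UMIs, a limit set against joined cells, took out between 61 and 366. Whether the cells removed by it were joined was not tested. The cells that stayed had a median of 902 to 1444 UMIs and 329 to 707 genes per library.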

Single-cell RNA sequencing analysis in Seurat pipeline included elimination of damaged or dying cells and doublets/triplets, which accounted for 12 ± 2% of all cells per condition (Supplementary Figure 5A). 

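Integrated clustering gave 14 clusters, of which 13 could be named by their leading transcripts. Rods lead on *rho*, *saga* and *pde6ga*, the larger cone cluster on *opn1mw2* and *opn1lw2*, the smaller on *opn1sw1*, Müller glia on the glutamate transporter *slc1a2b* and the retinaldehyde-binding *rlbp1a*, and bipolar cells on the calcium-binding *cabp5a* and *cabp2a*. GABAergic amacrine cells lead on the GABA transporters *slc6a1b* and *slc32a1*, microglia on *cd74a* and *apoc1*, and the pigment epithelium on *stra6* and *tyrp1b*. Cell numbers were 6380 rod A-like, 2201 rod B-like, 1944 Müller glia-like, 1520 bipolar-like, 1157 GABAergic amacrine-like, 1121 microglia-like, 1019 pigment epithelium-like, 583 horizontal-like, 295 erythrocyte-like and 146 oligodendrocyte-like, with cones in clusters of 2323 and 770 cells and 149 cells left unnamed. Transcripts of *rho* were found in 88.2 to 99.9% of the cells of every cluster, so a rod transcript in another class does not by itself mark a rod.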

Following integration analysis of two replicates per condition, 17 distinct cell populations were identified, whose identity was annotated using known retina markers (Supplementary Table 2; Hoang et al., 2020; Ogawa and Corbo, 2021). Among them, we identified two subpopulations of GABAergic amacrine cells and three groups of bipolar cells, which we merged into one cluster per cell type, as they were beyond the focus of this study. 

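Transcripts of the ganglion cell gene *rbpms2b* were spread over several classes. They were seen in 467 of 1944 Müller glia-like cells (24%, 95% confidence interval 22.1 to 26) and in 0.678 to 9.68% of the cells of the other clusters, the highest of these being the GABAergic amacrine-like cells, followed by bipolar-like cells at 7.63%. Clustering the Müller glia-like cells again set apart 88 cells led by ganglion and glycinergic amacrine transcripts, of which 52 (59.1%, interval 48.1 to 69.5) carried *rbpms2b*. A further sub-cluster of 149 cells led by Müller glia transcripts carried it in 92 (61.7%). The intervals treat cells as independent and leave out the spread between libraries.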

The analysis captured only very few retinal ganglion cells, as none of the clusters was characterized by a unique *rbpms2b* expression. 

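Photoreceptors fell into 2 rod clusters joined as rod B-like, 1 rod A-like cluster and 2 cone clusters. The rod B-like clusters lead on the arrestins *saga* and *sagb* and the opsin kinase *grk1a* (1485 cells) and on *ajap1* and *plch2b* (716 cells); the rod A-like cluster leads on *ppdpfa*, *rho*, *meig1* and *rom1b*. The larger cone cluster leads on the red and green opsins and *arr3a*, the smaller on *opn1sw1* and *arr3b*. Mitochondrial transcripts made up a median of 8 to 11.5% of UMIs in rod A-like cells and 1.42 to 3.42% in rod B-like cells, lower in rod B-like cells in 8 of 8 libraries. Sequencing depth was similar, with median UMIs of 748 to 1140 and 837 to 1300 per cell.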

Interestingly, we identified two groups of rods and cones, each of which we maintained separately, as clusters A and B, respectively (Figures 5C, D). As the topic of our study on photoreceptor regeneration, we analyzed these subpopulations of each photoreceptor type.

Given that the composition of recovered cell types can be influenced by the status of cell adhesion and tissue integrity, we expected to obtain a higher yield of detached rods from MNU-treated retinas, which comprises a damaged nuclear layer. Indeed, the scRNA-seq data showed a much higher proportion of rods at 3, 7, and 10 dpMNU compared to uninjured retina. This result indicates a bias in cell survival and capture efficiency, as reported for other injury models of vertebrate retinas (Macosko et al., 2015; Clark et al., 2019; Hoang et al., 2020).

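Rod-like cells were 20.1 ± 10.9% (mean ± SD of 2 libraries) of control cells, 53 ± 11.1% at 3 dpMNU, 43.6 ± 12.3% at 7 dpMNU and 42.6 ± 0.659% at 10 dpMNU. The difference between MNU and control was 26.2 percentage points, with 6 of 6 MNU libraries above both controls (exact permutation p 0.0357, the smallest that 28 splits allow). Several classes that lie elsewhere in the retina made up smaller shares. Bipolar-like cells fell from 19.4 ± 1.3% to 7.65 ± 2.46% at 3 dpMNU (edgeR on cell counts, log2 fold change -1.34, adjusted p 0.0012), with -1.52 (adjusted p 0.000314) at 7 dpMNU and -1.98 (adjusted p 4.06e-06) at 10 dpMNU. GABAergic amacrine-like cells fell by 1.62 on the log2 scale at 3 dpMNU (adjusted p 0.0401) and horizontal-like cells by 1.52 at 10 dpMNU (adjusted p 0.0401). In shares that sum to 100%, a rise in captured rods lowers every other class, so these values do not count cells lost from the retina. The number of classes that passed (3, 2 and 3 of 14 at 3, 7 and 10 dpMNU) ranges from 0 to 6 when single libraries are left out, with 0, 0 and 1 when control replicate 2 is left out.

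**Figure D1:**
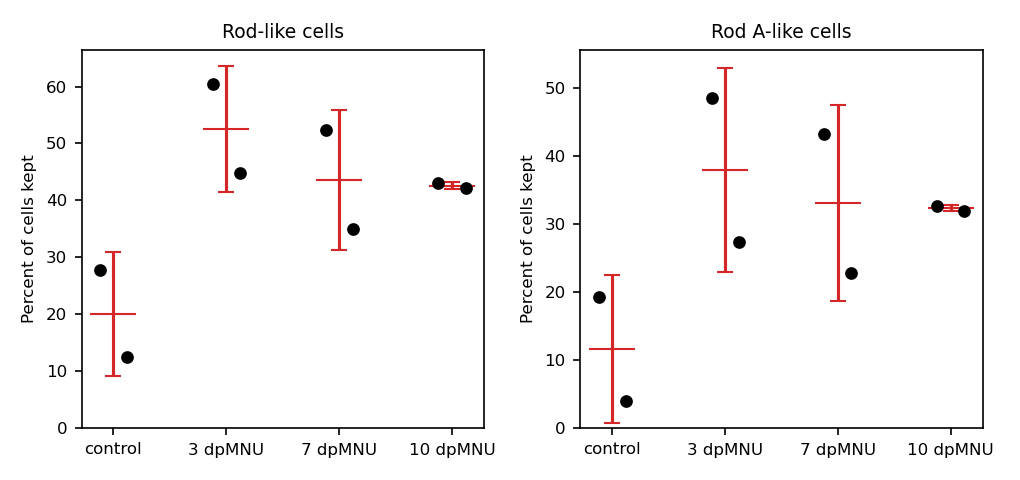
Percent of cells that are rod-like (left) and rod A-like (right) in each of the 8 libraries by condition, with mean and SD. Rod-like means are 20.1% in control and 42.6% at 10 dpMNU.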

### Single-cell RNA sequencing revealed new markers of immature rods

First, we aimed to identify the distinctive features between the two rod clusters. 

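Rod A-like cells, led by *ppdpfa* and *meig1*, numbered 270 in control, 2156 at 3 dpMNU, 1725 at 7 dpMNU and 2229 at 10 dpMNU. As shares of all cells these are 11.6 ± 10.9%, 37.9 ± 15%, 33 ± 14.4% and 32.3 ± 0.511%. The 6 MNU libraries stand 22.8 percentage points above the controls (exact permutation p 0.0714); the difference is 30.5 points without control replicate 1 and 15 without control replicate 2, since those controls held 19.3 and 3.93%. In edgeR on cell counts the rise at 3 dpMNU had a log2 value of 1.71 and an adjusted p of 0.198. Rod A-like cells made up 50.5 ± 26.6% of rods in control and 70.6 ± 13.7, 74 ± 12.1 and 75.8 ± 0.0267% at 3, 7 and 10 dpMNU; control replicate 1 held 219 of them beside 97 rod B-like cells and control replicate 2 held 51 beside 110.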

In uninjured retinas, rod cluster A contained only 91 cells, corresponding to 3.5% of all cells, whereas regenerating retinas contained 6-times more cells in this cluster, namely, 22, 28, and 23% at 3, 7, and 10 dpMNU, respectively (Figure 5E, Supplementary Figures 5B, C, and Supplementary Table 3). This suggests that this population of rods expanded during regeneration.

Comparison between rod cluster A versus B reveled approximately 400 differentially expressed genes (DEGs) (Figure 6A and Supplementary Table 4). 

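Rod A-like and rod B-like cells of the same libraries differed in 3506 of 5517 genes tested (1812 higher and 1694 lower in rod A-like cells; edgeR, library as block, 8 libraries). Rod A-like cells carried more of the respiratory chain gene *cox8b* (log2 fold change 3.90, adjusted p 1.89e-18) and more of the insulin gene *insb* (3.95). The cells were sorted into classes by these same measurements, which can inflate the count. Among genes that built or named the clusters 678 of 882 differ, among genes held out of the clustering 239 of 277, and among genes used for neither 2589 of 4358. These shares do not show how far the count is inflated. The median log2 fold change of all genes is -0.03 as computed and -0.19 with DESeq2 size factors.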

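In rod A-like cells, *rho* (log2 fold change against rod B-like cells 2.53, adjusted p 9.06e-10) and its paralog *rhol* (0.75, adjusted p 0.00265) were both higher. So were the phosphodiesterase subunit *pde6gb* (2.03, adjusted p 3.61e-08) and the guanylate cyclase activator *guca1a* (1.71, adjusted p 1e-07). The partners *pde6ga* (0.45, adjusted p 0.106) and *guca1b* (0.21, adjusted p 0.398) did not pass, with 7 and 5 of 8 libraries higher in rod A-like cells. Of the list of rod paralog pairs (paper), chosen on these samples and so not independent evidence, 4 of 6 were higher, 0 lower and 2 not passed (4 higher when adjusted over the list alone).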

Interestingly, both subpopulations displayed an inversed enrichment of paralogous genes for three phototransduction factors, namely, *rhodopsin/rhodopsin-like (rho/rhol*), *phosphodiesterase 6 gamma paralog a/b (pde6ga/b*), and *guanylate cyclase activator 1 paralog a/b (guca1a/b*) (Figure 6B). To assess the functional difference between both cell populations, we performed Gene Ontology (GO) analysis of their DEGs. The cluster A comprised factors involved in translational processes and oxidative phosphorylation, suggesting increased cellular growth and metabolism (Figure 6C and Supplementary Table 4). 

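Transcripts of protein synthesis and respiration were higher in rod A-like than in rod B-like cells almost without exception. Among ribosomal protein genes 84 of 85 were higher (median log2 fold change 2.24), such as *rps27.2* (2.91). All 75 nuclear subunits of oxidative phosphorylation were higher (median 2.95), among them *ndufs7* (3.64), *ndufa4l* (3.56) and *cox7c* (3.53), as were all 13 mitochondrially encoded genes (median 2.69; *mt-nd1* 3.08). Glycolysis followed in part, with 14 of 19 higher and 2 lower, *ldhba* at 1.67, and TOR pathway genes were split, with 4 of 17 higher and 6 lower (4 and 5 when adjusted over the list alone).

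Genes of other cell types were also higher in rod A-like cells: 8 of 8 visual cone opsins (*opn1lw1* 1.82), 18 of 20 cone phototransduction genes, 10 of 10 microglia genes (*apoc1* 1.82), 10 of 16 Müller glia identity genes (*apoeb* 1.17) and 12 of 18 Müller glia reprogramming genes, with 0 lower in each. Antioxidant and metal-binding genes did the same, with 13 of 15 higher (*gpx4b* 3.00, *sod2* 2.60). Whether rod A-like cells make the transcripts of other cell types or carry them from those cells was not tested.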

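Genes higher in rod B-like cells include clock genes. Of 27 circadian genes measured, 12 were higher in rod B-like cells and 3 in rod A-like cells; *clockb* (log2 fold change of rod A-like against rod B-like -2.19), the nuclear receptor *rorcb* (-1.37) and the cryptochrome *cry3a* (-1.28) are among the former, and the melatonin synthesis gene *aanat2*, *hlfa* and *roraa* are the latter. Photoreceptor precursor genes were divided, with 2 of 9 higher in each class. The locus *CR677617.1* (-3.73) was among the 10 largest differences that pass in abundant genes.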

Unlike cluster A, cluster B was characterized by genes linked to visual perception, photoreceptor cell outer segment organization, non-motile cilium assembly, photoreceptor cell development, and circadian gene expression, suggesting a mature status of rods in this group (Figure 6D). In cluster B, we identified several factors associated with retina diseases, such as retinitis pigmentosa (*rpgrip1* and *rpgrb*) and cone-rod dystrophy (*prom1* and *crx*) (Figure 6E and Supplementary Table 4). 

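The ciliary genes *rpgrb* (log2 fold change of rod A-like against rod B-like -2.62, adjusted p 2.74e-14) and *rpgrip1* (-1.20, adjusted p 4.1e-08) were higher in rod B-like cells in 8 of 8 libraries. The membrane evagination gene *prom1a* was higher in rod A-like cells (0.60, adjusted p 0.0103). Values for its paralog *prom1b* (0.20, adjusted p 0.396) and the transcription factor *crx* (-0.04, adjusted p 0.88) did not pass. In the list of rod disease and identity genes (paper), chosen on these samples, 1 of 5 was higher in rod A-like cells and 2 lower.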

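Rod phototransduction genes did not move together between the rod classes. In the list from the study (rod phototransduction (paper), not independent evidence) 2 of 14 were higher in rod A-like cells, 3 higher in rod B-like cells and 9 not passed. Those higher in rod B-like cells were the channel subunit *cngb1b* (log2 fold change of rod A-like against rod B-like -1.88, adjusted p 5.81e-11), the guanylate cyclase *gucy2f* (-0.74, adjusted p 0.000883) and the phosphodiesterase *pde6b* (-0.68, adjusted p 0.00628). Those higher in rod A-like cells were the retinol-binding *rbp4l* (0.96, adjusted p 0.000641) and the transducin subunit *gnb1a* (0.75, adjusted p 0.00999). The calcium sensor *rcvrna* (-0.38), the phosphodiesterase *pde6a* (-0.40) and the channel subunit *cngb1a* (-0.39) had negative values, *grk1a* (0.06), *rgs9b* (0.07), *slc24a1* (0.14), *gnb1b* (0.30) and *sagb* (0.41) values above 0, with adjusted p between 0.0532 and 0.819. The call for *gnb1a* is lost when 7 dpMNU replicate 1 or 10 dpMNU replicate 1 is left out.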

Importantly, cluster B displayed upregulated expression of the phototransduction pathway components, namely, *retinol-binding protein 4-like* (*rbp4l*), *recoverin a* (*rcvrna*), *G protein-coupled receptor kinase 1a* (*grk1a*), *rod arrestin* (*sagb*), *guanine nucleotide binding protein, beta polypeptide 1a/b* (*gnb1a/b*), *regulator of G protein signaling 9* (*rgs9b*), *phosphodiesterase 6a/b* (*pde6a/b*), *guanylate cyclase 2f* (*gucy2f*), *guanylate cyclase activator 1b* (*guca1b*), and *solute carrier family 24 member 1* (*slc24a1*) and *cyclic nucleotide gated channel subunit beta 1a/b* (*cngb1a/b*). Taken together, cluster A was different than cluster B, due to a lower expression of the visual perception genes, upregulation of translation genes, and a metabolic switch to oxidative phosphorylation. These characteristics suggest that cluster A contains immature rods.

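The paper proposes that cluster A contains immature rods. The list of immature rod genes (paper) was higher in rod A-like cells for 6 of 6 members, which is how the study chose them and no independent evidence. Of lists not chosen this way, cell cycle genes had 6 of 7 higher in rod A-like cells and 1 lower, with few reaching the counts needed for a test in rods, while photoreceptor precursor genes went both ways in equal number. Many genes of every kind differ between these classes, so a share of a short list says little by itself. Heat shock genes had 11 of 16 higher and 1 lower. Apoptosis and DNA damage genes had 4 of 12 higher and 1 lower, interferon genes 1 of 3 higher, and immediate early genes 3 of 13 higher and 3 lower.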

**FIGURE 6:**
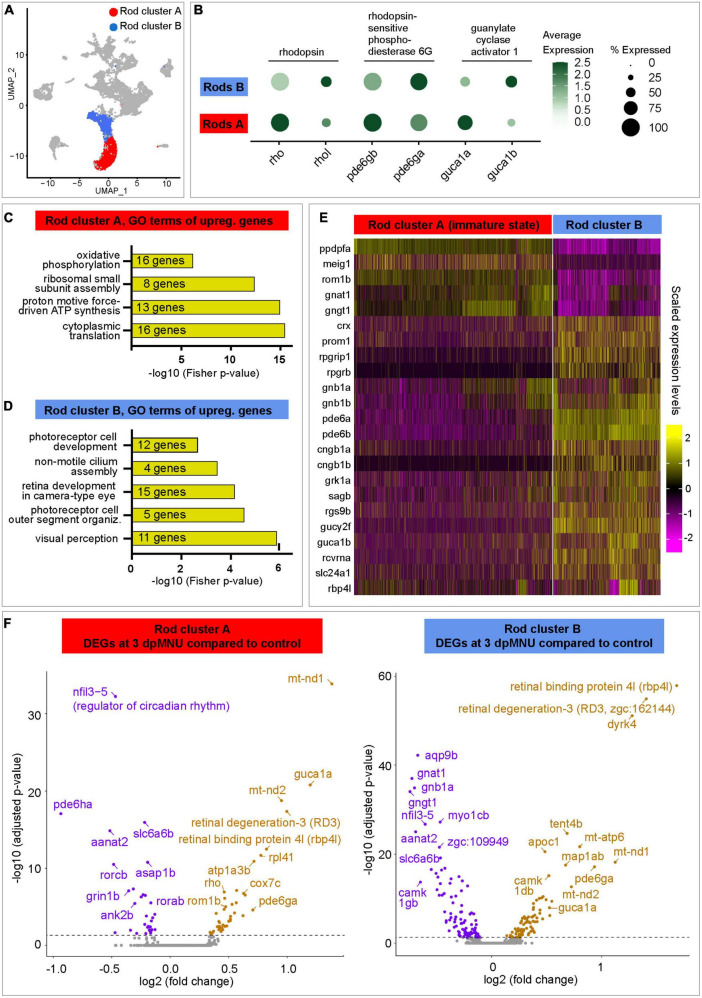
Transcriptome dynamics of immature and mature rods following MNU chemical injury. **(A)** UMAP plot of merged datasets showing the rod clusters in color and other cell clusters in gray. **(B)** Dot plot displaying differential expression levels of three pairs of paralogous genes of the rod identity in cluster A and B. **(C,D)** Selected Gene Ontology terms of upregulated genes in each rod cluster. Complete data are in Supplementary Table 4. **(E)** Heatmap of selected genes that display differential expression between both rod clusters. Complete data are in Supplementary Table 4. **(F)** Volcano plots of DEGs within each of rod clusters between 3 dpMNU compared to uninjured control. Complete data are in Supplementary Tables 5, 6.

Next, we aimed to better characterized the molecular signature of immature rods. 

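The transducin subunits *gngt1* and *gnat1*, which couple rhodopsin to phosphodiesterase, were higher in rod A-like than in rod B-like cells: *gngt1* with a log2 fold change of 2.31 (adjusted p 2.12e-09) and *gnat1* with 1.70 (adjusted p 1.05e-06), each in 7 of 8 libraries. Mean *gnat1* was 25300 ± 8641 CPM (mean ± SD of 8 libraries) in rod A-like cells and 7715 ± 2495 in rod B-like cells.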

Interestingly, two subunits of the transducin complex (*gnat1* and *gngt1*), were expressed at higher levels in immature than in mature rods (Figure 6E and Supplementary Table 4). In addition, a factor involved in the maintenance of the retina outer nuclear layer, *retinal outer segment membrane protein 1b* (*rom1b*), was also upregulated in immature rods. 

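The disc rim gene *rom1b* was higher in rod A-like cells, at 9739 ± 4069 against 1979 ± 470.4 CPM in rod B-like cells (log2 fold change 2.12, adjusted p 6.08e-09, 7 of 8 libraries).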

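Transcripts of *ppdpfa* and *meig1* separate the rod classes more than most genes. The log2 fold change of rod A-like against rod B-like cells was 3.55 for *ppdpfa* (adjusted p 6.08e-14) and 3.52 for *meig1* (adjusted p 1.05e-17), each in 8 of 8 libraries. Neither is absent from rod B-like cells: *ppdpfa* stood at 4100 CPM there against 53090, and *meig1* at 67.4 against 802.4. Both genes lead the rod A-like cluster, though they were held out of the clustering and are not among its naming markers. The study picked them from these same samples, so the p values are no independent evidence.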

Among new factors, which have not been linked to retina functions, we identified *ppdpfa* (*pancreatic progenitor cell differentiation and proliferation factor a*) and *meig1* (*meiosis/spermiogenesis associated gene 1*), which are unique to this cluster (Supplementary Table 1). The latter gene is particularly interesting, because its mammalian ortholog is required for sperm axoneme assembly (Zhang et al., 2009). Given that various ciliated cells express *meig1*,^1^ and ciliogenesis is highly conserved among species (Avidor-Reiss and Leroux, 2015), we predict that *meig1* might be involved in the formation of the basal body/axoneme backbone during differentiation of the outer segment in zebrafish rod photoreceptors. This finding suggests that this axoneme-morphogenesis gene demarcates immature/maturating rods during assembly of the connecting cilium for the stabilization of the outer segment.

To uncover the molecular changes in photoreceptors of MNU-damaged retinas, we analyzed DEGs in immature and mature rod clusters between control and at different time point post-MNU treatment. 

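In rod A-like cells after MNU the opsin kinase *grk1b*, the non-visual opsin *opn6b* and the nuclear receptor *rorcb* fell; the chaperones *hsp70.3* and *hsp70l*, the apolipoprotein *apoc1* and the fatty-acid carrier *fabp7a* rose. Of 4457 genes tested, 115 changed at 3 dpMNU (56 higher, 59 lower), 104 at 7 dpMNU (45, 59) and 69 at 10 dpMNU (30, 39).

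Heat shock genes rose in 1, 4 and 2 of 14 at 3, 7 and 10 dpMNU (6, 13 and 9 when adjusted over the list alone), led by *hsp70.3* with log2 fold changes of 3.86, 6.33 and 5.28. Microglia genes rose in 5, 3 and 1 of 10 (7, 6 and 6 adjusted over the list alone), with *apoc1* at 4.34, 3.43 and 2.99, and visual cone opsins fell in 4, 2 and 2 of 8 (5, 7 and 3). Both belong to other cell types. The largest changes also include the spliceosome gene *snrpg* (3.12, 3.4 and 3.04) and *insb* at 3 dpMNU (3.11). *opn6b* reached -4.11 at 7 dpMNU and -4.02 at 10 dpMNU.

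The counts hang on single libraries. At 3 dpMNU they run from 2 without 3 dpMNU replicate 1 through 33 and 58 (without control replicate 2, 3 dpMNU replicate 2) to 950 without control replicate 1; at 7 dpMNU from 3 without 7 dpMNU replicate 1 through 23, 46, 57 and 58 (without 3 dpMNU replicate 1, control replicate 2, 7 dpMNU replicate 2, 3 dpMNU replicate 2) to 946; at 10 dpMNU from 6 without 10 dpMNU replicate 1 through 10, 34 and 44 (without 3 dpMNU replicate 1, control replicate 2, 7 dpMNU replicate 1) to 876.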

In the immature rod cluster (rod cluster A), we found 74, 122, and 72 DEGs at 3, 7, and 10 dpMNU, respectively, compared to this cluster of uninjured retinas (Supplementary Table 5). In the cluster of mature rods (rod cluster B), we found 178, 148, and 182 DEGs at 3, 7 and 10 dpMNU, respectively (Supplementary Table 6). 

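In rod B-like cells the aquaglyceroporin *aqp9b*, the proteoglycan *kera* and the receptor *gpr146* fell, while *hsp70l*, *apoc1* and ribosomal genes such as *rps18* rose. Of 4845 genes tested, 136 changed at 3 dpMNU (43 higher, 93 lower), 73 at 7 dpMNU (30, 43) and 65 at 10 dpMNU (29, 36).

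*aqp9b* dropped from 753.7 ± 56.5 to 78.8 ± 3.29 CPM at 3 dpMNU (log2 fold change -3.25, adjusted p 9.24e-05), and *kera* by 4.39 on the log2 scale (adjusted p 0.000723). The F-box gene *fbxl3l* fell as well (-3.02, adjusted p 0.000282). *hsp70l* rose by 4.59 at 7 dpMNU (adjusted p 5.05e-05) and 3.18 at 10 dpMNU; heat shock genes passed in 0, 5 and 3 of 16 (1, 8 and 6 adjusted over the list alone). Ribosomal genes rose in 3, 2 and 3 of 83 (35, 15 and 38 adjusted over the list alone), with *rps18* at 1.44, 1.52 and 1.85. Microglia genes rose in 3, 1 and 2 of 7, with *apoc1* at 4.57, 3.31 and 3.70, and visual cone opsins fell in 6, 5 and 0 of 8 (7, 8 and 7 adjusted over the list alone).

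Without control replicate 2 the counts become 21, 26 and 28. Other omissions that move them are 3 dpMNU replicate 1 (42) and 2 (65) at 3 dpMNU, 7 dpMNU replicate 1 (27) and 10 dpMNU replicates 1 and 2 (160 and 163) at 7 dpMNU, and 10 dpMNU replicate 1 (39) and 2 (142) and 7 dpMNU replicates 1 and 2 (133 and 132) at 10 dpMNU. Rod B-like cells join 2 clusters, and the second made up 4.83% of them in control and 34.5, 30.1 and 40% at 3, 7 and 10 dpMNU, so these values mix a change in cells with a change in the mixture; without that cluster, a setting chosen after seeing the data, 113 genes are called at 10 dpMNU.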

Within each cluster, many of DEGs were common for subsequent time-points after injury, suggesting persisting changes of the transcriptional profiles during regeneration. 

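Part of the genes that changed at one time point recurred at the next. In rod A-like cells 49 genes are shared in direction between 3 and 7 dpMNU, 52 between 7 and 10 dpMNU and 34 by all time points, among them *nfil3-5*, *grk1b* and *kera*. In rod B-like cells the numbers are 48, 38 and 27. Every time point is set against the same control libraries, which can raise the overlap. In 20 simulations of unchanged groups in that design, 0 genes called in edgeR were shared in rod A-like cells and at most 1 in rod B-like cells. Unchanged groups give almost no calls to share, so the simulations do not measure how far the shared controls raise the overlap.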

The most significant DEGs were graphically depicted in volcano plot for a comparison between 3 dpMNU versus control (Figure 6F). 

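The clock-linked repressor *nfil3-5* fell in rod A-like cells at every time point (log2 fold change -3.00, -2.59 and -3.06 at 3, 7 and 10 dpMNU; adjusted p 0.0012, 0.00251 and 0.000376) and in rod B-like cells (-2.82, -2.05 and -2.60; adjusted p 0.000282, 0.00423 and 0.00132). *aanat2* fell at 3 dpMNU in both (-2.33, adjusted p 0.0314, and -2.15, adjusted p 0.00615). The gene annotated *zgc:162144*, named *rd3l* in the study, rose at 3 dpMNU in rod A-like (2.88, adjusted p 0.0349) and rod B-like cells (2.1, adjusted p 0.0052). *rbp4l* rose in rod B-like cells (1.72, adjusted p 0.0131); its rod A-like value at 3 dpMNU was 1.83 with an adjusted p of 0.0931. At 3 dpMNU *zgc:162144* also passed as higher in horizontal-like, pigment epithelium-like and oligodendrocyte-like cells, and *rbp4l* in microglia-like and pigment epithelium-like cells. The rises of these 2 genes are therefore not particular to rods. Nor are the falls: at 3 dpMNU *nfil3-5* also passed as lower in Müller glia-like, bipolar-like, GABAergic amacrine-like, horizontal-like and pigment epithelium-like cells. *aanat2* passed as lower in horizontal-like cells.

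Circadian genes as a list fell in 4 of 25 in rod A-like cells at each time point with 0 higher, and in 3, 1 and 1 of 27 in rod B-like cells with 0, 1 and 0 higher; adjusted over the list alone, rod B-like cells at 3 dpMNU have 8 higher and 8 lower. Leaving out single libraries, the rod A-like call for *aanat2* holds in 1 of 8 fits and that for *zgc:162144* in 4 of 8. In rod B-like cells *aanat2* is lost without 3 dpMNU replicate 1, *zgc:162144* without control replicate 2, and *rbp4l* without control replicate 2 or 3 dpMNU replicate 2.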

We noticed several common DEGs in both clusters after injury, such as regulators of circadian rhythm, *nfil3-5* and *aanat2*, which were downregulated in both clusters, whereas *retinal binding protein 4l* (*rbp4l*) and *retinal degeneration 3-like* (*rd3l, zgc:162144*) genes were upregulated. Furthermore, the genes highly expressed in cluster A, such as *pde6ga* and *guca1a*, as well as a several oxidative phosphorylation and metabolic genes were also upregulated in both rod clusters (Supplementary Tables 5, 6). 

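The cyclase activator *guca1a* rose in both rod classes: in rod A-like cells by 2.80, 3.35 and 2.97 on the log2 scale at 3, 7 and 10 dpMNU (adjusted p 0.0343, 0.0199 and 0.0426) and in rod B-like cells by 1.36, 2.28 and 1.89 (adjusted p 0.0398, 0.00194 and 0.00689). It also rose in pigment epithelium-like cells at 3 dpMNU (3.27, edgeR adjusted p 0.0281), so its rise is not particular to rods. Values for *pde6ga* at 3 dpMNU were 1.27 in rod A-like (adjusted p 0.182) and 1.06 in rod B-like cells (adjusted p 0.0778), neither passing. Of the nuclear oxidative phosphorylation subunits 1 of 77 rose in rod A-like cells at 3 dpMNU, *ndufab1b* (2.04, adjusted p 0.041), and 1 of 75 in rod B-like cells, *cox5ab* (1.49, adjusted p 0.0428), with 0 later; adjusted over the list alone the rod A-like number at 3 dpMNU is 28. Glycolysis genes had 0 passing in rods at every time point (edgeR). With single libraries left out, *guca1a* at 3 dpMNU stays called in 2 of 8 fits in rod A-like and 4 of 8 in rod B-like cells, and *ndufab1b* in 3 of 8.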

Beside these similarities, several interesting differences were also observed between DEGs in both populations of rods. Specifically, mature rods (cluster B) downregulated *gnat1* and *gngt1*, the genes that are enriched in immature rods. On the other hand, immature rods (cluster A) upregulated their marker genes, such as *rho* and *rom1b*, in response to injury. 

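In rod B-like cells *gnat1* stood at 11300 ± 4169 CPM at 3 dpMNU and 18810 ± 1100 in control (log2 fold change -0.73, adjusted p 0.239), with -0.92 (adjusted p 0.146) and -0.76 (adjusted p 0.243) at 7 and 10 dpMNU. Values for *gngt1* were -0.75, -0.87 and -0.38 (adjusted p 0.223, 0.171 and 0.616). In rod A-like cells the values had the other sign, with *gnat1* at 0.47, 0.54 and 0.86 and *gngt1* at 0.33, 0.45 and 0.87. Whether the response differs between the rod classes was tested within libraries: for *gnat1* the difference was 1.71, 1.84 and 2.02 (adjusted p 0.309, 0.278 and 0.275). Across 5517 genes this edgeR test called 0, 0 and 1 genes, with 653, 676 and 634 at unadjusted p under 0.05 and 0, 1 and 0 by DESeq2. Without control replicate 1 it called 408, 438 and 422.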

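Rhodopsin transcripts in rod A-like cells averaged 197800 ± 2795 CPM at 3 dpMNU and 98730 ± 102000 in control, the 2 control libraries lying far apart (log2 fold change 1.00, adjusted p 0.33), and *rom1b* had a log2 fold change of 1.19 (adjusted p 0.282). At 7 and 10 dpMNU the values were 0.92 and 0.86 for *rho* and 0.90 and 0.94 for *rom1b*. In rod B-like cells *rho* stood at -0.23 and *rom1b* at -0.06 at 3 dpMNU. The immature rod genes (paper) had 0 of 6 passing in either class at any time point in edgeR, and 0, 2 and 0 lower in rod B-like cells when adjusted over the list alone. Control replicate 2 held 51 rod A-like cells and replicate 1 held 219.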

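The chromatin gene *hmga1b* rose in rod A-like cells at 3 dpMNU (log2 fold change 2.60), as did the cyclin gene *ccng1* (2.19), the hypoxia gene *higd1a* (3.14) and *apoeb* (2.24). Müller glia reprogramming genes rose in 3 of 16 in rod A-like and 5 of 17 in rod B-like cells at 3 dpMNU, with 0 at 7 and 10 dpMNU; *txn*, *lgals2a* and *hmga1b* are in both sets, and all are also transcripts of activated glia. *fabp7a*, a Müller glia gene, rose later (rod A-like 3.03 and 3.81, rod B-like 2.44 and 3.53 at 7 and 10 dpMNU). The immediate early gene *jun* rose in rod B-like cells (3.12 and 2.84), and the thyroid receptor *thrb*, a cone gene, fell (-2.59, -2.50 and -2.13). The rod phototransduction list (paper) had 0, 1 and 1 of 14 lower in rod A-like cells (*cngb1b*) and 1, 0 and 0 higher in rod B-like cells. Mitochondrially encoded genes and interferon genes had 0 passing in either class in edgeR.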

Taken together, retina regeneration after MNU-injury is characterized by extensive transcriptomic changes of both immature and mature rods.

### Single-cell RNA sequencing revealed deregulation of cone function after MNU treatment

Next, we extracted cone clusters A and B, and reanalyzed them to distinguish between UV and non-UV photoreceptors (Figure 7A). The cluster A demonstrated high expression of UV-sensitive *opn1sw1*, whereas cluster B displayed more expression of other visual *opsin-1* genes that are sensitive for non-UV spectra (Figures 7B, C and Supplementary Table 7). Both cone clusters were characterized by a nearly inverse abundance of *arrestin 3* (*arr3*) paralogous transcripts, whereby cluster A highly expressed *arr3b*, but was devoid of *arr3a* (Figures 7C, D and Supplementary Table 7). 

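Clustering the cones again gave 6 sub-clusters: 206 cells were UV cone-like, 884 non-UV cone-like, and 2003 were left unassigned because rod transcripts, nuclear transcripts or no cone set led them. The UV opsin *opn1sw1* stood at 65980 ± 20850 CPM in UV cone-like and 796.5 ± 385.1 in non-UV cone-like cells (log2 fold change 6.48, adjusted p 1.24e-05; edgeR, library as block). The red and green opsins *opn1mw4* (-6.79), *opn1lw2* (-6.17), *opn1mw3* (-5.74), *opn1mw2* (-5.35) and *opn1lw1* (-5.31) were lower in UV cone-like cells. Of 8 visual cone opsins 1 was higher and 6 lower. The sub-clusters were named by these opsins, so these tests describe the naming. In total 474 of 2659 genes differed (214 higher, 260 lower), 172 of 399 among genes that built or named the clusters, 36 of 258 among held-out genes and 266 of 2002 among the remainder.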

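The arrestins divide as the opsins do. *arr3b* stood at 7250 ± 3023 CPM in UV cone-like and 1267 ± 788.8 in non-UV cone-like cells (log2 fold change 2.65, adjusted p 0.000768); *arr3a* stood at 314.9 ± 324.8 and 10040 ± 3960 (-5.25, adjusted p 7.66e-09).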

Among upregulated genes in cluster A as compared to B, we identified *spock3, efna1b, tgfa, tbx2a, cngb3.2 guca1e, kcnv2b*, all of which are associated with UV-light sensitivity (Ogawa and Corbo, 2021). 

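UV cone-like cells were higher in the growth factor *tgfa* (log2 fold change 4.35, adjusted p 2.5e-20), the transcription factor *tbx2a* (3.53, adjusted p 5.14e-21), the ephrin *efna1b* (2.64, adjusted p 1.02e-21) and the cyclase activator *guca1e* (2.17, adjusted p 0.0048). The proteoglycan *spock3* (1.51), the channel subunit *cngb3.2* (1.37) and the potassium channel subunit *kcnv2b* (0.76) passed with smaller values. All 8 members of the UV cone genes (paper), a list chosen on these samples, were higher.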

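Genes outside the study's list divide the cone classes too. Opsin kinase *grk7b* (log2 fold change of UV against non-UV cone-like 5.05) was higher in UV cone-like cells, and the recoverin *rcvrn3* (-2.53) was lower. The T-box gene *tbx2b* (2.80) and *thrb*, needed for red cones (-4.76), are naming markers of these sub-clusters, so their values describe the naming. Of 24 cone phototransduction genes 7 were higher and 8 lower. Ribosomal genes gave 0 of 82 in edgeR (median log2 fold change -0.09), nuclear oxidative phosphorylation 0 higher and 5 lower of 74, mitochondrially encoded genes 2 lower of 13, and rod phototransduction 2 higher and 3 lower of 14. Circadian genes had 1 higher, *cry3a* (0.86), and 1 lower, *aanat2* (-1.56), of 25.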

We concluded that cluster A is enriched in UV-cones, whereas cluster B mostly contains non-UV cones.

**FIGURE 7:**
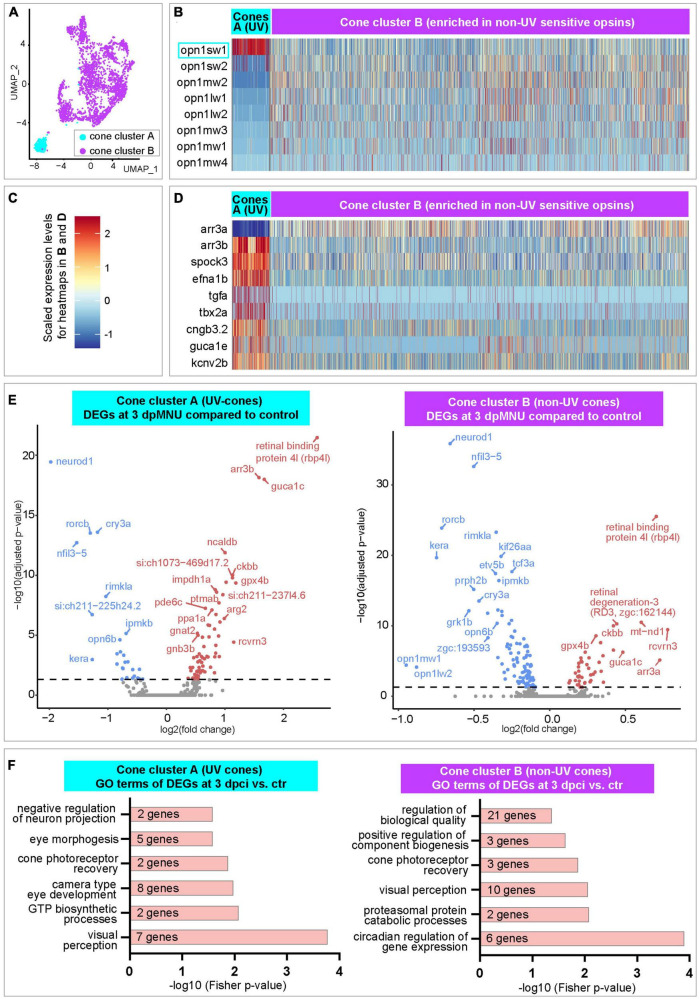
Transcriptome dynamics of UV and non-UV cones following MNU chemical injury. **(A)** UMAP plot of merged datasets showing the cone clusters in color and other cell clusters in gray. **(B)** Heatmap of *opsin-1* genes in cone clusters. Complete data are in Supplementary Table 7. **(C)** A three-color scale used to indicate expression levels in heatmaps in panels **(B,D)**. **(D)** Heatmap of selected genes in cone clusters. Complete data are in Supplementary Table 7. **(E)** Volcano plots of DEGs within each of cone clusters between 3 dpMNU compared to uninjured control. Complete data are in Supplementary Tables 8, 9. **(F)** Selected Gene Ontology terms of upregulated genes in each cone cluster. Complete data are in Supplementary Tables 8, 9.

Next, we analyzed dynamics of gene expression upon injury. In the UV-cone cluster A, we found 95, 18, and 68 DEGs at 3, 7, and 10 dpMNU, respectively, compared to uninjured retinas (Supplementary Table 8). 

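UV cone-like cells after MNU lost the clock-linked *nfil3-5* and the transcription factor *neurod1* and gained the recoverin *rcvrn3* and heat shock transcripts. Of 1337 genes tested, 52 changed at 3 dpMNU (20 higher, 32 lower), 12 at 7 dpMNU (3, 9) and 53 at 10 dpMNU (22, 31). *zgc:162144* rose by 3.76 on the log2 scale at 3 dpMNU (adjusted p 0.00465), *hsp70.2* by 4.30 and *hsp70l* by 3.53; the phosphodiesterase *pde6ha* fell at 7 and 10 dpMNU (-1.70 and -1.87, adjusted p 0.0036 and 0.00134). At 10 dpMNU the cyclase activator *guca1e* fell (-2.11), and *guca1a*, which also rose in rods, rose (5.44). Several rod transcripts, such as *pde6ga*, *grk1a* and *rho*, also had positive values there, so the rise of *guca1a* was not separated from rod RNA in these cells. UV cone-like cells were 3.38 ± 1.42% of control cells. They were 1.36 ± 1.45% at 3 dpMNU (edgeR, log2 value -1.33, adjusted p 0.272), 0.364 ± 0.024% at 7 dpMNU (-3.21, adjusted p 0.032) and 0.507 ± 0.00895% at 10 dpMNU (-2.73, adjusted p 0.0401), and as few as 6 cells stand for a library. Among neurons and glia only, the 7 and 10 dpMNU calls are lost. An unassigned sub-cluster of 914 cone-like cells, 84.1% with *opn1sw1* transcripts, held 182 of 2435 control cells and 255 of 4739 cells at 7 dpMNU. The UV cone-like shares therefore do not count every cell with the UV opsin.

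Leaving out single libraries moves the counts: at 3 dpMNU to 7 without 3 dpMNU replicate 2, 31 without control replicate 2, 82 without 10 dpMNU replicate 2 and 101 without control replicate 1; at 7 dpMNU to 1 without 7 dpMNU replicate 1 and to 32, 39, 48 and 54 without control replicates 2 and 1, 3 dpMNU replicate 1 and 10 dpMNU replicate 2; at 10 dpMNU to 5 without 10 dpMNU replicate 1, 86 without control replicate 1 and 97 without 3 dpMNU replicate 1.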

In the cluster of non-UV cones (cluster B), we found 142, 217, and 348 DEGs at 3, 7, and 10 dpMNU, respectively (Supplementary Table 9). These numbers suggest that both clusters of cones were markedly affected in response to injury. 

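In non-UV cone-like cells, of 3469 genes tested, 69 changed at 3 dpMNU (28 higher, 41 lower), 113 at 7 dpMNU (52, 61) and 300 at 10 dpMNU (130, 170). Chaperone genes that rose include *hsp70l*, by 3.4, 5.82 and 4.83 on the log2 scale (edgeR, adjusted p 9.37e-07 at 7 dpMNU), and *hsp70.3*, by 3.36, 6.00 and 4.45. The immediate early genes *jun* (3.42, 2.97 and 3.25) and *fosab* (3.17, 3.58 and 3.60) rose too. The neuronal synthase gene *rimkla* (-3.31, -3.28 and -3.39) and the core clock gene *clocka* (-2.87, -2.75 and -2.40) fell. Heat shock genes rose in 3, 8 and 6 of 14. At 10 dpMNU 8 of 14 rod phototransduction genes fell, such as *gnat1* (-1.44) and *pde6b* (-1.93), which are transcripts of rods.

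At 3 dpMNU the count is 15 without control replicate 2, 35 and 43 without 3 dpMNU replicates 1 and 2, and 339 without control replicate 1; at 7 dpMNU 17 and 60 without 7 dpMNU replicates 1 and 2, 35 without control replicate 2 and 348 without control replicate 1. At 10 dpMNU it is 62 without 10 dpMNU replicate 1, 70 without control replicate 2, 199 without 10 dpMNU replicate 2 and 679 without control replicate 1.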

Among the most significant DEGs, several genes were similarly deregulated in both clusters. At 3 dpMNU, common downregulated genes were *neurod1, opn6b* (a non-visual opsin), *rorcb, cry3a, nfil3-5, ipmkb, grk1b*, and *kera*, whereas common upregulated genes were *rbp4l, guca1c, rcvrn3, ckbb*, and cluster-specific *arr3* paralogs (Figure 7E and Supplementary Tables 8, 9). 

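At 3 dpMNU *nfil3-5* fell in UV cone-like (log2 fold change -7.65, adjusted p 5.18e-06) and non-UV cone-like cells (-3.39, adjusted p 0.00143), as did *neurod1* (-3.45 and -2.24), *opn6b* (-1.85 and -1.62), the inositol kinase *ipmkb* (-2.66 and -2.35) and *grk1b* (-1.61 and -1.83). *rcvrn3* rose (3.50 and 1.94; adjusted p 0.00262 and 0.00959), as did *rbp4l* (2.29 and 1.77; adjusted p 0.0011 and 0.0408). *kera* (-2.08, adjusted p 0.0216), *cry3a* (-2.15), *guca1c* (1.60) and the creatine kinase *ckbb* (1.23) passed in UV cone-like cells alone; their values in non-UV cone-like cells were -1.67, -1.73, 1.26 and 1.39, with adjusted p between 0.0517 and 0.162. *rorcb* passed in neither at 3 dpMNU (-2.11 and -1.99) and fell in non-UV cone-like cells at 7 and 10 dpMNU (-2.35 and -2.92). *arr3b* rose in UV cone-like cells (1.40, adjusted p 0.0316), and *arr3a* had 1.38 in non-UV cone-like cells (adjusted p 0.0634), passing at 7 and 10 dpMNU (1.64 and 1.80). At 3 dpMNU *nfil3-5* and *cry3a* also passed as lower in Müller glia-like, bipolar-like and horizontal-like cells, so their falls are not particular to cones.

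Of the 12 genes of the common cone response (paper), a list drawn from these samples and so no independent evidence, 4 rose and 7 fell in UV cone-like cells and 2 rose and 5 fell in non-UV cone-like cells at 3 dpMNU (4 and 8 in the latter when adjusted over the list alone). Rod A-like cells had 0 higher and 7 lower at each time point, rod B-like cells 1 and 5 at 3 dpMNU. With single libraries left out, *nfil3-5*, *neurod1* and *rcvrn3* keep their calls in 8 of 8 fits of both cone classes; *grk1b* and *arr3b* in UV cone-like cells and *ipmkb* and *rbp4l* in non-UV cone-like cells keep theirs in 5 of 8, and *ckbb* in 3 of 8.

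**Figure D2:**
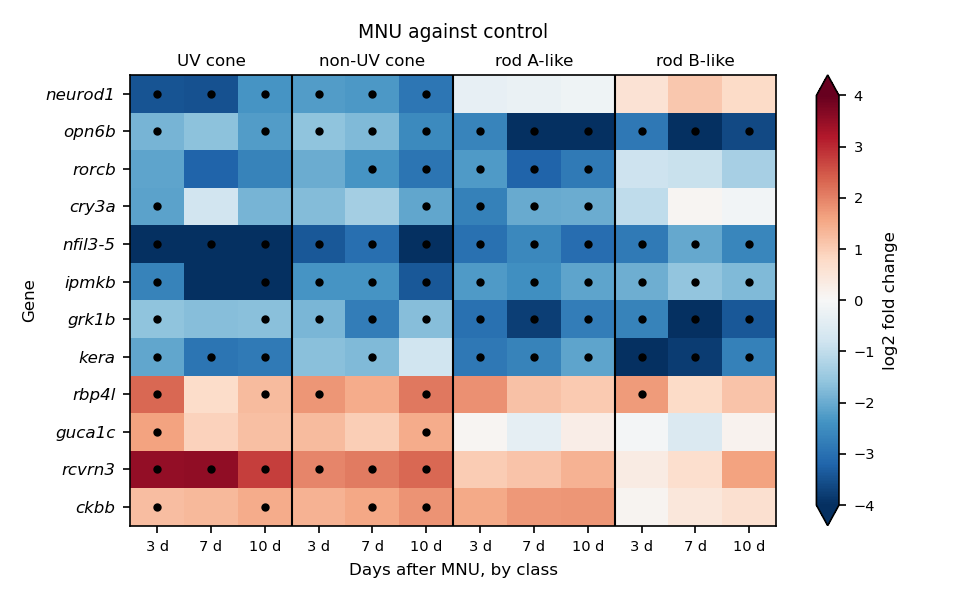
Log2 fold change against control of the 12 common cone response genes in the cone and rod classes at 3, 7 and 10 dpMNU, with colours clipped at 4; dots mark adjusted p under 0.05. *nfil3-5* in UV cone-like cells at 3 dpMNU is at -7.65.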

We have also identified many deregulated genes that are associated with visual, metabolic and cell survival processes (Figure 7F and Supplementary Tables 8, 9). These massive changes of transcriptome suggest that MNU treatment functionally impaired cone photoreceptors.

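The paper proposes that cones were functionally impaired. Visual genes moved both ways: of 23 cone phototransduction genes, UV cone-like cells had 5 higher and 1 lower at 3 dpMNU, 2 and 1 at 7 dpMNU and 4 and 3 at 10 dpMNU, and non-UV cone-like cells 2 and 1, 3 and 1, and 7 and 1 (10 and 3 at 10 dpMNU when adjusted over the list alone), with the channel subunit *cngb3.1* up by 2.24 at 10 dpMNU. Among visual opsins *opn1lw2* fell in non-UV cone-like cells at 3 and 7 dpMNU (-2.26 and -2.02).

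Nuclear oxidative phosphorylation genes had 0, 1 and 5 of 75 higher in non-UV cone-like cells, including *ndufs5* (1.56) and *cox7a2a* (1.38) at 10 dpMNU; UV cone-like cells had 0 of 61 at all time points (edgeR). Ribosomal genes had 0, 4 and 1 of 82 higher in non-UV cone-like cells (34, 59 and 0 adjusted over the list alone). Glycolysis had *pgk1* higher in both classes.

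Survival genes that passed were few. The peroxidase *gpx4b* rose in non-UV cone-like cells at 3 dpMNU (2.42, adjusted p 0.00172), antioxidant genes passed in 2, 1 and 2 of 13, and apoptosis and DNA damage genes in 0, 0 and 1 of 7 (*gadd45ba*). Circadian genes fell in 4, 5 and 9 of 27 in non-UV cone-like cells, with *cry3b* at -4.03 at 10 dpMNU.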

### *careg:EGFP*-positive cells express injury-induced genes in the Müller glia cluster

In order to determine the molecular identity of *careg:EGFP*-expressing cells, we extracted all cells expressing *EGFP* transcripts, and we displayed them in UMAP plots (Figure 8A). While control retinas comprised only 14 *EGFP*-positive cells (0.54% of all cells), this number was 5- to 10-times higher in regenerating retinas (Figure 8B; 5.40% at 3 dpMNU, 2.64% at 7 dpMNU, and 2.66% at 10 dpMNU). This upregulation is consistent with our immunofluorescence analysis. 

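Among the cells kept, *EGFP* transcripts were rare, with 301 UMIs in 245 cells. They were found in 0.445 ± 0.132% of control cells (11 cells), 2.05 ± 0.805% at 3 dpMNU, 0.886 ± 0.444% at 7 dpMNU and 1.13 ± 0.219% at 10 dpMNU. The MNU libraries stood 0.912 percentage points above control (exact permutation p 0.143), and 0.337 points with every cell thinned to 500 UMIs (exact p 0.0714). Of the 3531 cells set aside by the limits in deviations (UMIs, genes, mitochondrial share), 308 carried *EGFP* (8.72%, with 1208 UMIs), against 245 of 19608 kept; 283 of the 308 lay over the upper limit on UMIs and 17 over that on mitochondrial share. With no limit beyond the stated minimum, set after seeing this loss, the shares are 0.432, 4.11, 1.8 and 2.05% (2.22 points, exact p 0.107).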

Among all clusters, *EGFP*-positive cells predominantly mapped to MG, as EGFP transcripts were detected in nearly 10% of these cells, which is an outstanding proportion among other cell types (Figures 8C, D). Thus, we focused on this cluster for further analysis.

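With the 6 MNU libraries pooled, Müller glia-like cells carried *EGFP* transcripts most often among the classes given here: 84 of 1754 did (4.79%, 95% confidence interval 3.84 to 5.9, median 956 UMIs per cell). In other classes the share reached 2.1% in bipolar-like cells (interval 1.32 to 3.17, median 1388 UMIs), 1.84% in GABAergic amacrine-like cells (1872 UMIs), 1.15% in horizontal-like, 1.15% in rod B-like and 1.05% in microglia-like cells, 0.671% in rod A-like and 0.329% in pigment epithelium-like cells. These intervals treat cells as independent and leave out the spread between libraries. Over the 6 MNU libraries the share is 5.03 ± 3.19% (mean ± SD) in Müller glia-like and 1.95 ± 1.15% in bipolar-like cells. Free RNA and depth both add to such counts, and the median depth of Müller glia-like cells is lower than in bipolar-like cells.

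Per condition the Müller glia-like share was 1.54 ± 0.287% in control, 9 ± 0.717% at 3 dpMNU (41 of 454 cells), 2.23 ± 0.725% at 7 dpMNU and 3.86 ± 0.128% at 10 dpMNU; 5 of 6 MNU libraries lie above both controls, 3.49 percentage points on average (exact permutation p 0.107). Müller glia-like cells made up 26.8, 37.4, 27.2 and 41.8% of all *EGFP*-positive cells. Among the cells kept, another class had a higher share of positive cells in each control library and in each library at 7 dpMNU. In the controls these were unassigned cone-like cells (1.83 against 1.33%) and microglia-like cells (2.13 against 1.74%). At 7 dpMNU they were GABAergic amacrine-like cells (2.87 against 2.74%) and microglia-like cells (2.47 against 1.71%). Clustered again, the Müller glia-like cells included a progenitor-type sub-cluster with 30 of 429 positive (6.99%). The sub-cluster led by Müller glia genes had 7 of 149 (4.7%) and those led by none of the gene lists 44 of 929 (4.74%). The rod-type one had 6 of 349 (1.72%) and the ganglion-type one 0 of 88. With no limit in deviations, chosen after seeing the data, the Müller glia-like shares are 1.96, 18.2, 6.47 and 6.35%. The difference is then 8.39 points, with 6 of 6 MNU libraries above both controls (exact permutation p 0.107). Shares of the other classes per library were not taken in that setting.

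**Figure D3:**
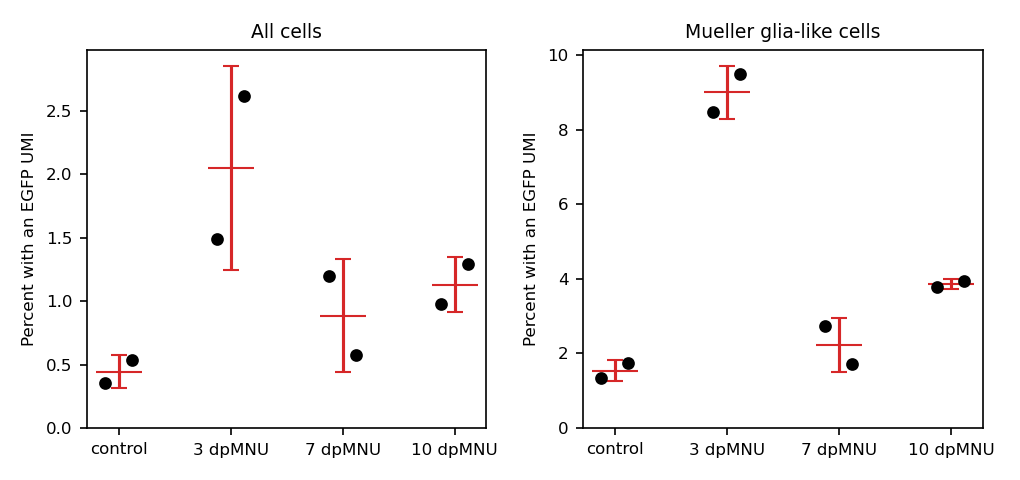
Percent of cells with an *EGFP* transcript among all cells (left) and among Müller glia-like cells (right) in each library by condition. Müller glia-like means are 1.54, 9, 2.23 and 3.86%.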

**FIGURE 8:**
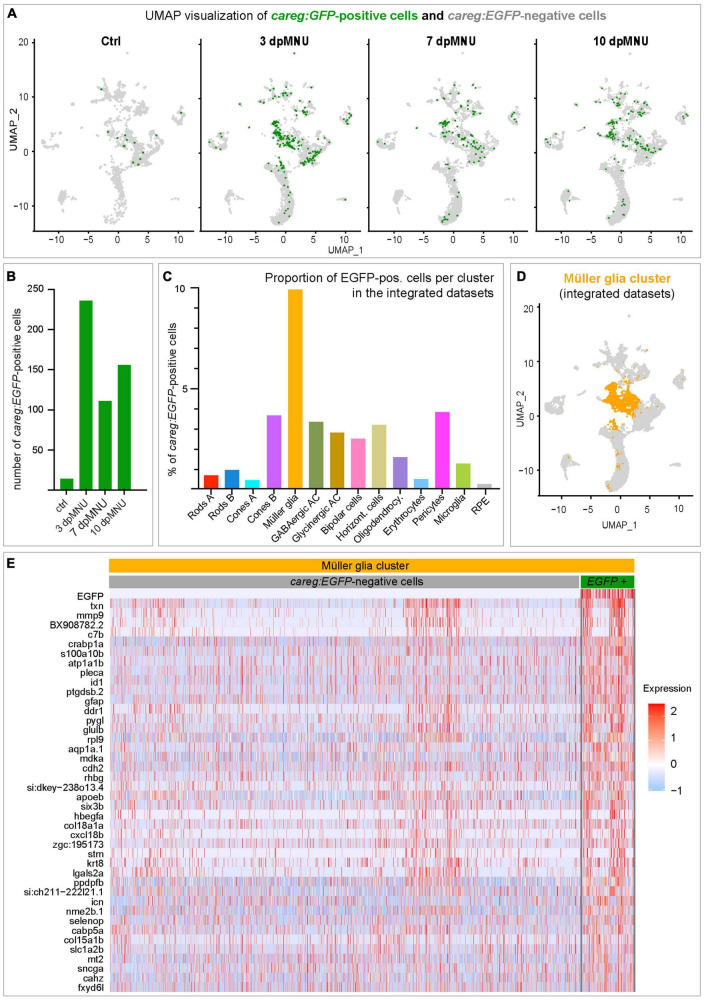
*careg:EGFP* is expressed in a subpopulation of Müller glia after MNU injury. **(A)** UMAP plots showing the distribution of *careg:EGFP*-positive cells (green) per condition. **(B)** Bar plot showing numbers of *careg:EGFP*-positive cells per time-point. **(C)** Histogram displaying the proportion of *careg:EGFP*-positive cells per cluster in the integrated cell RNA-sequencing data. **(D)** UMAP plot showing the distribution of the Müller glia cluster cells (orange) in the integrated scRNA-seq data. **(E)** A heatmap of differential gene expression analysis in *careg:EGFP*-positive cells compared to *EGFP*-negative cells within the Müller glia cluster. Complete data are in Supplementary Table 10.

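*EGFP*-positive and *EGFP*-negative Müller glia-like cells of the same libraries differed in 16 of 3041 genes (2 higher, 14 lower in positive cells; edgeR, library as block, 5 libraries, 203 genes at unadjusted p under 0.05). The redox protein gene *txn* was higher (log2 fold change 1.14, adjusted p 0.0133), in 3 of 5 libraries. Lower were the neurotrophin scaffold *kidins220a* (-4.11, adjusted p 4.46e-13), the axon guidance gene *islr2* (-4.21, adjusted p 6.53e-13) and the chaperones *dnajb1b* (-3.06, adjusted p 3e-08), *hsp70.2* (-2.65), *hsp70.3* (-2.59) and *hsp70l* (-2.23); 6 of 15 heat shock genes were lower. *kidins220a* and *islr2* lead the ganglion-type sub-cluster, which holds 0 *EGFP*-positive cells. Among Müller glia identity genes 0 of 17 passed, with glutamine synthetase *glulb* at 0.67 (adjusted p 0.609), the filament gene *gfap* at 0.39 (adjusted p 0.948), *cahz* at 0.27, *icn* at 0.24, *six3b* at -0.05, *pleca* at -0.13 and *apoeb* at -0.14.

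The 5 libraries tested held 8 to 23 positive cells each. *txn* keeps its call in 1 of 5 fits with a library left out, the count of called genes is 10 without 10 dpMNU replicate 1, and in most MNU libraries positive cells are deeper, with medians up to 3645 UMIs. With negative cells matched on UMIs edgeR calls 0 genes (50 of 663 at unadjusted p under 0.05). In simulated data of that setting it recovered 89% of 4-fold and 50% of 2-fold changes. That simulation changed 200 of 663 genes, a larger share than the 200 of 3041 without matching. A larger share eases the adjusted threshold, so this recovery can overstate the power of the matched setting. Far fewer genes are tested there, and 15 of the 16 keep their direction, with a median fold change 0.831 of that without matching. With no library block edgeR calls 1, and DESeq2 calls 6. Of settings chosen after seeing the data, leaving out the progenitor, rod and ganglion-type sub-clusters gives 3, and lifting the limits in deviations leaves none of the 16 called and brings *txn* to -0.02 and *hsp70.2* to 0.05, each with the other sign.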

In the MG cluster, *careg:EGFP*-positive cells showed an enrichment for genes specific to this cell type, including *six3b*, *glulb, gfap*, *pleca, cahz*, *icn, txn*, and *apoeb* (Figure 8E and Supplementary Table 10). 

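Against the *EGFP*-negative cells, the growth factor *mdka* had a log2 fold change of 0.06 (adjusted p 0.984) in *EGFP*-positive Müller glia-like cells, and the retinoic-acid-binding *crabp1a* 0.57 (adjusted p 0.549), with 5 of 5 libraries above 0. The collagen receptor *ddr1* had 0.94 (adjusted p 0.303), the galectin *lgals2a* 0.75 and the BMP target *id1* 0.24. Of matrix genes, *stm* had -1.45 (adjusted p 0.292), *hbegfa* -0.54, *col18a1a* -0.20, *mmp9* -0.03 and *col15a1b* 0.08, and among neuronal and metal-linked genes *sncga* had 0.58, *selenop* 0.30, *mt2* 0.20, *fxyd6l* -0.01 and *cabp5a* -0.57. Of the list from the study's text (*EGFP*-positive Müller glia genes (paper), not independent evidence) 1 of 23 was higher and 0 lower (2 and 1 when adjusted over the list alone). Genes lower in positive cells include *sox11a* (-1.94, adjusted p 0.0133), *insm1a* (-2.46, adjusted p 0.0465), *zfhx4* (-1.47) and the chromatin gene *hmgn2* (-0.84, adjusted p 0.00715), each called in 1 or 2 of 5 fits when a library is left out.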

Consistent with regenerative activation, *careg:EGFP*-positive cells expressed higher levels of the proliferation-related gene *mdka*, and differentiation genes, such as *crabp1a, id1, ddr1*, and *lgals2a.* Furthermore, we also identified genes encoding extracellular matrix proteins, such as *stm, mmp9, hbegfa, col15a1b*, and *col18a1a*, and ion binding proteins, such as *fxyd6l, icn, sncga, mt2, selnop*, and *cabp5a*. Altogether, our analysis highlights a molecular distinction between *careg:EGFP*-negative and *careg:EGFP*-positive MG during retina regeneration in zebrafish.

### The activation of *careg* is independent of TOR signaling

Recent studies have identified a relationship between the mammalian target of rapamycin complex 1 (mTORC1) pathway and photoreceptor survival in mice (Wang et al., 2022). The phosphorylated 40S ribosomal protein S6 (rpS6) is commonly used as a readout of mTORC1 activity in various contexts, including neuroscience (Biever et al., 2015). Inflammation-induced mTOR signaling is essential for retina regeneration in adult zebrafish after a stab injury (Zhang et al., 2020). To test whether this pathway is involved in the regulation of regenerative plasticity in the zebrafish retina after a non-invasive chemical injury, we compared the expression of selected relevant genes in our scRNA-seq analysis. 

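Of TOR pathway genes 0 of 9 (adjusted over the list alone, also 0) passed between *EGFP*-positive and *EGFP*-negative Müller glia-like cells in edgeR. The ribosomal protein gene *rps6* had a log2 fold change of 0.23 (adjusted p 0.974), with 4 of 5 libraries above 0, in step with ribosomal genes as a whole, of which 0 of 84 passed. The kinase genes *mtor*, *rps6kb1a* and *rps6kb1b* were not among the genes tested in that comparison. In all Müller glia-like cells at 3 dpMNU *mtor* had a log2 fold change of -0.30 (adjusted p 0.761) and *rps6kb1b* -0.05 (adjusted p 0.972), and *rps6kb1a* was not among the genes tested. All Müller glia-like cells together showed a rise early on: at 3 dpMNU against control *rps6* rose by 1.16 (adjusted p 0.0466), *rplp1* by 1.38 and the kinase gene *sgk1*, a target of TOR complex 2, by 2.58 (adjusted p 0.00131), 3 of 19 TOR genes, with 0 at 7 and 10 dpMNU. Ribosomal genes rose in 32 of 84 at 3 dpMNU, so *rps6* moved with its class. The call for *rps6* holds in 2 of 8 fits with a library left out. Transcript counts do not measure phosphorylation of the protein.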

Among the relevant DEGs, we identified *mtor*, ribosomal protein *rpS6*, and its kinases, *rpS6kb1a/b* in *careg:EGFP*-positive MG, suggesting the involvement of TOR signaling (Figure 9A). To address the hypothetical link between this pathway and the retinal response after MNU treatment, we assessed immunoreactivity against TOR regulation by phosphorylation of rpS6 (p-rpS6) in *careg:EGFP* regenerating retina. Consistent with a recent report on the needle-poke injury model (Zhang et al., 2020), we found that anti-rpS6 antibody was strongly induced at 1, 2, and 3 days post-MNU treatment. At this initial phase, in particularly at 2 dpMNU, we observed a colocalization between *careg:EGFP* and p-rpS6 (Figure 9B). However, at 7 and 11 dpMNU, this colocalization was no longer present, and p-rpS6 and *careg:EGFP*+ areas were not overlapping (Figure 9B). These results suggest that TOR signaling is only transiently associated with *careg:EGFP*-expressing MG shortly after injury, whereas both markers become uncoupled in proliferative progenitors.

**FIGURE 9:**
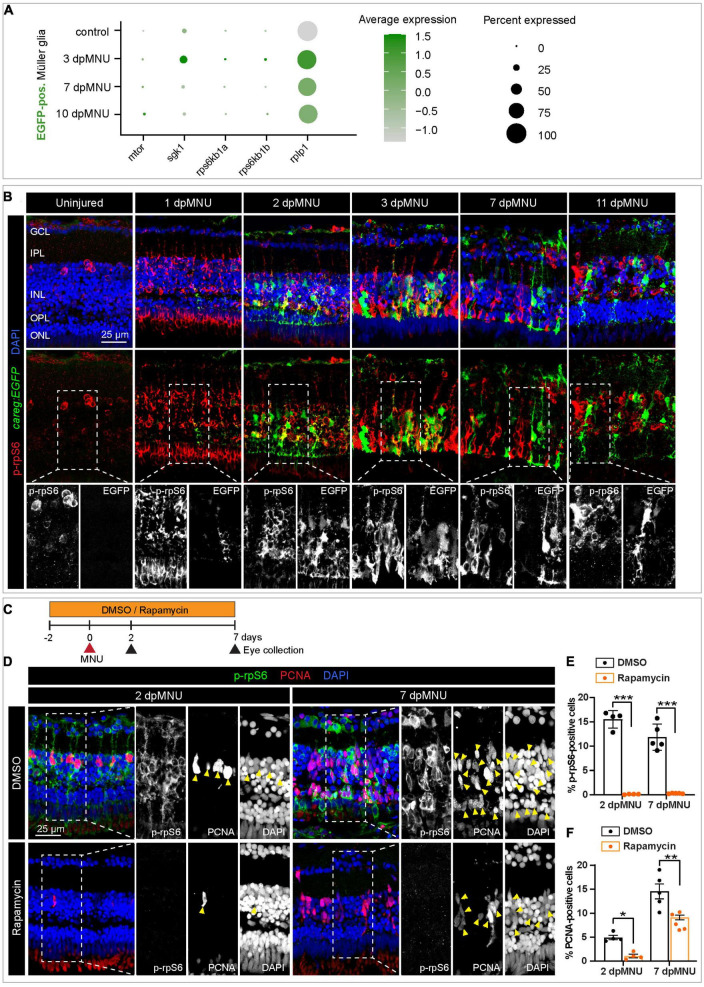
The *careg* element is transiently associated with phospho-rpS6-immunoreactive cells in regenerating retina. **(A)** Dot plot displaying differential expression levels of *mtor* and its downstream signaling components encoding ribosomal proteins in *careg:EGFP*-positive and *careg:EGFP*-negative Müller glia at different conditions. **(B)** *careg:EGFP* retina sections at different time-points post-MNU-treatment immunostained against phospho-ribosomal protein S6 (p-rpS6, red) and DAPI (blue). In uninjured retina, a few p-rpS6-positive cells (red) are detected in the inner nuclear layer (INL). At 1 dpMNU, a massive increase of p-rpS6 occurs across the INL. At 2 and 3 dpMNU, a colocalization between p-rpS6 (red) and *careg:EGFP* (green) is observed. At 7 and 11 dpMNU, most of cells are single-positive for each of these markers. **(C)** Workflow with 0.1% DMSO and 1 μM Rapamycin treatment. **(D)** Retina sections at 2 and 7 dpMNU treated with DMSO or Rapamycin immunostained for p-rpS6 (green), PCNA (red), and DAPI (blue). In control samples, PCNA-positive cells are also p-rpS6-positive (arrowheads). Rapamycin treatment abrogates p-rpS6 expression and reduced the number of PCNA-positive cells. **(E,F)** Quantification of PCNA-positive and p-rpS6-positive cells. Histogram displays average values for each group. Each dot represents a biological replicate (*N* > 4). Error bars, SEM. *P*-value was determined by two-way ANOVA with Šidák multiple comparisons test. *P = 0.034; **P = 0.0017; ***P < 0.001.

To determine if *careg:EGFP* is regulated by TOR signaling, we inhibited this pathway with 1 μM Rapamycin (Figure 9C). We verified that this treatment completely abrogates p-rpS6 immunoreactivity, as shown at 2 and 7 dpMNU (Figures 9D, E). Using PCNA immunostaining, we found that this treatment also decreased cell proliferation (Figures 9D, F). Despite these effects, *careg:EGFP* expression remained unaffected (Figures 10A–C). Interestingly, at 22 dpMNU, immunostaining with rod marker 4C12 and Phalloidin revealed that the restoration of rods and photoreceptor synaptic processes was similar between DMSO-treated control and Rapamycin-treated retinas (Figures 10D, E). We concluded that TOR signaling is activated in MG to increase cell proliferation, but is not essential for *careg:EGFP* expression and the subsequent restoration of retina morphology in the MNU-induced injury model.

**FIGURE 10:**
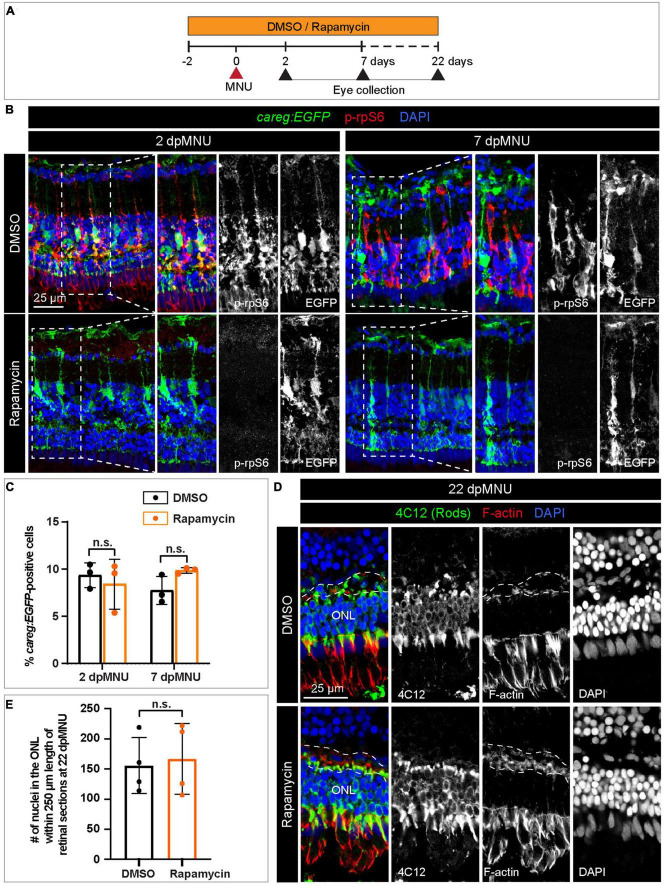
The *careg* element is not regulated by TOR signaling in regenerating retina. **(A)** Experimental design with 0.1% DMSO and 1 μM Rapamycin treatment. **(B)** Transversal sections of regenerating *careg:EGFP* (green) retinas at 2 and 7 dpMNU treated with DMSO or Rapamycin immunostained for the phosphorylated ribosomal protein p-rpS6 (red). Rapamycin treatment suppresses p-rpS6 immunoreactivity without affecting *careg:EGFP* expression (green). **(C)** Quantification of *careg:EGFP*-positive cells show a non-significant change between DMSO and Rapamycin-treated samples. Error bars, SEM. *P*-value was determined by two-way ANOVA with Sidák multiple comparisons test. n.s., not significant; *N* = 3. **(D)** Immunostaining of retina at 22 dpMNU demonstrates restoration of 4C12-positive rods (green) and F-actin-positive synaptic processes of the outer plexiform layer (encompassed with a dashed line). The position of outer nuclear layer (ONL) is indicated. **(E)** Quantification of nuclei in the outer nuclear layer within 250 μm length of retinal sections at 22 dpMNU. Error bars, SEM. *P*-value was determined by unpaired two-tailed Student’s *t*-test. n.s., not significant; *N* = 4.

## Discussion

Mammalian photoreceptors are non-regenerative neuroepithelial cells, due to a lack of competent precursors in the retina. By contrast, zebrafish counterparts can be replaced by the activation of resident MG that give rise to proliferative progenitor cells (Bernardos et al., 2007; Thummel et al., 2010; Nagashima et al., 2013; Wan and Goldman, 2016; Gao et al., 2021). Current evidence suggests that the activation of cell plasticity in functional cells is orchestrated at the level of *cis*-regulatory sequences (Rodriguez and Kang, 2020). To tackle the molecular basis of this plasticity, we used a transgenic strain with the *careg* fluorescent reporter, which we have previously identified in the context of fin and heart regeneration (Pfefferli and Jaźwińska, 2017). We found that *careg:EGFP* was induced on the day after chemical injury and persisted for 2 months, up until completion of retina regeneration. Immunofluorescence analysis and scRNA analysis identified *careg:EGFP*-positive cells as a subpopulation of MG, highlighting a heterogeneity of this cell type during regeneration. Interestingly, *careg* was absent in MG and photoreceptors of zebrafish embryos and larvae, suggesting that this transgene is not responsive to retina developmental factors. This finding implies that regeneration involves distinct molecular bases to development, supporting previous models (Huang et al., 2012; Tanaka, 2016; Vieira et al., 2017). Thus, the *careg* reporter is selective for regeneration and not for uninjured progenitors and differentiating progeny at the circumferential germinal zone, in similarity with other reporters, such as *alpha1-tubulin:GFP* (Fausett and Goldman, 2006).

We previously contributed to the establishment of the MNU-injury model, which impairs visual acuity and contrast sensitivity by disrupting the outer nuclear layer (Tappeiner et al., 2012, 2013). Histological analysis indicated disruption of rods. Here, we applied additional markers for fluorescent visualization of specific elements of photoreceptors. Our study expands the current knowledge by demonstration that MNU-injury leads not only to disorganization of rod cell bodies and photoreceptor inner segments, but also to damage of the outer plexiform layer, UV cones and outer segments of cones (Figures 11A, B). Thus, the consequences of MNU treatment could be more extensive than previously reported. Whether these aberrations are primary effects of MNU or a subsequent consequence of the overall disorganization of the retina requires further studies.

**FIGURE 11:**
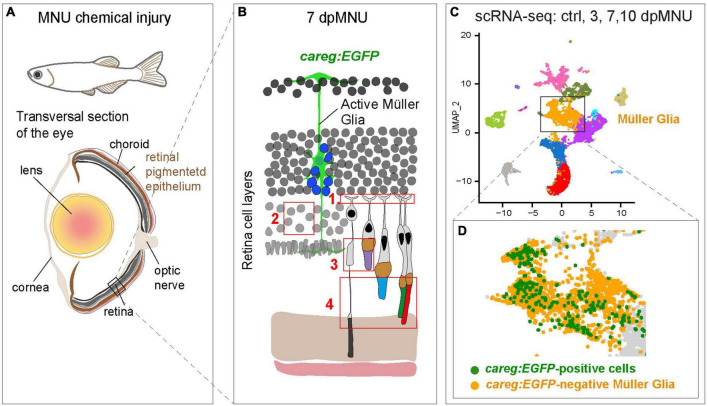
Identification of molecular differences between *careg:EGFP*-positive versus *careg:EGFP*-negative Müller glia during retina regeneration. **(A)** Schematic illustration of the experimental model in this study. **(B)** Cartoon of the retina at 7 dpMNU displays the induction of *careg:EGFP* expression in activated Müller glia (green cell), which give rise to the formation of proliferative progenitor cells (blue nuclei). The phenotypic defects of MNU-injury are highlighted in red frames: (1) Abolishment of actin filaments in synaptic photoreceptor processes in the outer plexiform layer. (2) Decrease of rod cell bodies in the outer nuclear layer. (3) Damage of inner segments of rod photoreceptors and the outer segments of UV-cones. (4) Distortion of photoreceptor outer segments. **(C)** UMAP visualization of cell clusters from the RNA-sequencing data of *careg:EGFP* retinas. **(D)** *careg:EGFP*-positive cells are detected mostly in the cluster of Müller glia.

Using scRNA-seq analysis, we also identified the molecular signature of rods, cones, and MG at different time-points after injury (Figure 11C). We were able to identify several novel features concerning rods in the regenerating retina. At 3 days after damage, we found a 10-fold expansion of a new subpopulation of rods, which based on gene expression profile, might represent an immature state. Specifically, cells of this cluster display low expression of several genes of the photoreception pathway, as opposed to the second cluster of presumed mature rods. Interestingly, rhodopsin transcripts were more abundant in immature than mature rods, which highly expressed its *rhodopsin-like* paralog. A unique characteristic of immature rods is a distinctively high expression of axoneme morphogenesis gene, *meig1*. This gene has been identified as an essential factor for the sperm axoneme assembly in mice (Zhang et al., 2009). Like sperms, rod photoreceptors also rely on axoneme backbone in the connecting cilium that serves as a gate for trafficking of proteins and membrane components from the cell body to the outer segment (Nemet et al., 2015). Another markedly enriched gene was *ppdpfa*, which is a rarely investigated factor of differentiation and proliferation (Ma et al., 2021). Future follow-up studies are warranted to elucidate the expressional dynamics and the role of *meig1* and *ppdpfa* in zebrafish regenerating rods.

The results of the scRNA-seq allowed us to track cell identity and transcriptomic dynamics of *careg*-expressing cells. These cells were found mostly, although not exclusively, in the MG cluster (Figure 11D). The population of *careg:EGFP*-positive MG revealed a molecular signature with 42 upregulated genes, many of which were related to regeneration, actin filament organization and mitochondrial processes. Thus, the *careg:EGFP* element provides a tool to help understand the heterogeneity of MG cells during regeneration.

We found that translation genes and TOR signaling components are upregulated in *careg:EGFP*-positive MG after MNU treatment. We visualized the TOR pathway activity using phosphorylated-rpS6 immunostaining and inhibited the pathway with rapamycin. Consistent with a recent study (Zhang et al., 2020), p-rpS6 is extensively upregulated after MNU treatment and it enhances cell proliferation. Nevertheless, rapamycin treatment did not suppress *careg:EGFP* activation and the final restoration of photoreceptors in the MNU-injury model. This finding suggests that the activation of MG and the proliferative program of progenitor cells might be guided by independent mechanisms. The function of this pathway could be cell specific, given that the TOR activity is essential for retinal pigment epithelium regeneration in zebrafish (Lu et al., 2022). Further comparison of initial stimulation and subsequent proliferation is warranted to elucidate the molecular interactions that underlie photoreceptor restoration and the realignment of retinal layers.

## Conclusion

In summary, zebrafish provides a valuable model organism in neuroscience. The reversible induction of the *careg* reporter in regeneration-leading cells of the fin, the heart and the retina, provides unique evidence for the existence of common restorative biosensors across different organ types, including non-neural and neuronal tissues. Open questions remain as to whether other highly regenerative vertebrates, especially urodele amphibians, have evolved a comparable *cis*-regulatory element to guide restoration of their regeneration-competent cells.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material. Single-cell RNA-seq data have been deposited to the Gene Expression Omnibus (GEO, accession number GSE202212).

## Ethics statement

The animal study was reviewed and approved by the Cantonal Veterinary Office in Fribourg.

## Author contributions

TB and CP carried out the lab work, performed the data analysis, designed the study, and drafted the manuscript. MB performed the lab work and data analysis. LT, HL, and RB performed the 10× analysis. AJ designed and coordinated the study and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Footnotes

1
proteinatlas.com

# Supplementary material for: The regeneration-responsive element careg monitors activation of Müller glia after MNU-induced damage of photoreceptors in the zebrafish retina
**Source:** Front Mol Neurosci. 2023 Apr 17;16:1160707. doi: 10.3389/fnmol.2023.1160707
**Supplement:** Supplementary file 2

Supplementary Information

The regeneration-responsive *careg* element monitors activation of Müller glia after MNU-induced damage of photoreceptors in the zebrafish retina

Thomas Bise^{1†}, Catherine Pfefferli^{1†}, Marylène Bonvin¹, Lea Taylor^{2,3}, Heidi E.L. Lischer^{2,3}, Rémy Bruggmann^{2,3} and Anna Jaźwińska^{1*}

† equal contribution

List of the Supplementary Material (not formatted for printing)

Supplementary Data 1

scRNAseq quality control report.

Supplementary Table 1

Identification of unique upregulated marker genes for each cluster.

Supplementary Table 2

Identification of clusters based on the known marker genes.

Supplementary Table 3

Cell numbers in each cluster per condition.

Supplementary Table 4

Transcriptomic comparison between rod cluster A versus rod cluster B.

3 sheets:

- Differentially expressed genes (DEGs) between rod cluster A and rod cluster B.
- Gene ontology (GO) terms of upregulated genes in rod cluster A.
- GO terms of upregulated genes in rod cluster B.

Supplementary Table 5

Analysis of rod cluster A (immature rods) at different time-points.

6 sheets

- DEGs in rod cluster A between 3 dpMNU versus control.
- DEGs in rod cluster A between 7 dpMNU versus control.
- DEGs in rod cluster A between 10 dpMNU versus control.
- GO terms of DEGs in rod cluster A between 3 dpMNU versus control.
- GO terms of DEGs in rod cluster A between 7 dpMNU versus control.
- GO terms of DEGs in rod cluster A between 10 dpMNU versus control.

Supplementary Table 6

Analysis of rod cluster B (mature rods) at different time-points.

6 sheets

- DEGs in rod cluster B between 3 dpMNU versus control.
- DEGs in rod cluster B between 7 dpMNU versus control.
- DEGs in rod cluster B between 10 dpMNU versus control.
- GO terms of DEGs in rod cluster B between 3 dpMNU versus control.
- GO terms of DEGs in rod cluster B between 7 dpMNU versus control.
- GO terms of DEGs in rod cluster B between 10 dpMNU versus control.

Supplementary Table 7

Transcriptomic comparison between cone cluster A versus cone cluster B.

3 sheets:

- Differentially expressed genes (DEGs) between cone cluster A and cone cluster B.
- GO terms of upregulated genes in cone cluster A (UV-cones).
- GO terms of upregulated genes in cone cluster B (non-UV-cones).

Supplementary Table 8

Analysis of cone cluster A (UV cones) at different time-points.

6 sheets

- DEGs in cone cluster A between 3 dpMNU versus control.
- DEGs in cone cluster A between 7 dpMNU versus control.
- DEGs in cone cluster A between 10 dpMNU versus control.
- GO terms of DEGs in cone cluster A between 3 dpMNU versus control.
- GO terms of DEGs in cone cluster A between 7 dpMNU versus control.
- GO terms of DEGs in cone cluster A between 10 dpMNU versus control.

Supplementary Table 9

Analysis of cone cluster B (non-UV cones) at different time-points.

6 sheets

- DEGs in cone cluster B between 3 dpMNU versus control.
- DEGs in cone cluster B between 7 dpMNU versus control.
- DEGs in cone cluster B between 10 dpMNU versus control.
- GO terms of DEGs in cone cluster B between 3 dpMNU versus control.
- GO terms of DEGs in cone cluster B between 7 dpMNU versus control.
- GO terms of DEGs in cone cluster B between 10 dpMNU versus control.

Supplementary Table 10

Analysis of Müller glia (MG) cluster.

DEGs between *careg:EGFP*-positive versus -negative cells in MG cluster.

Supplementary Figures 1 to 5 (in this document)

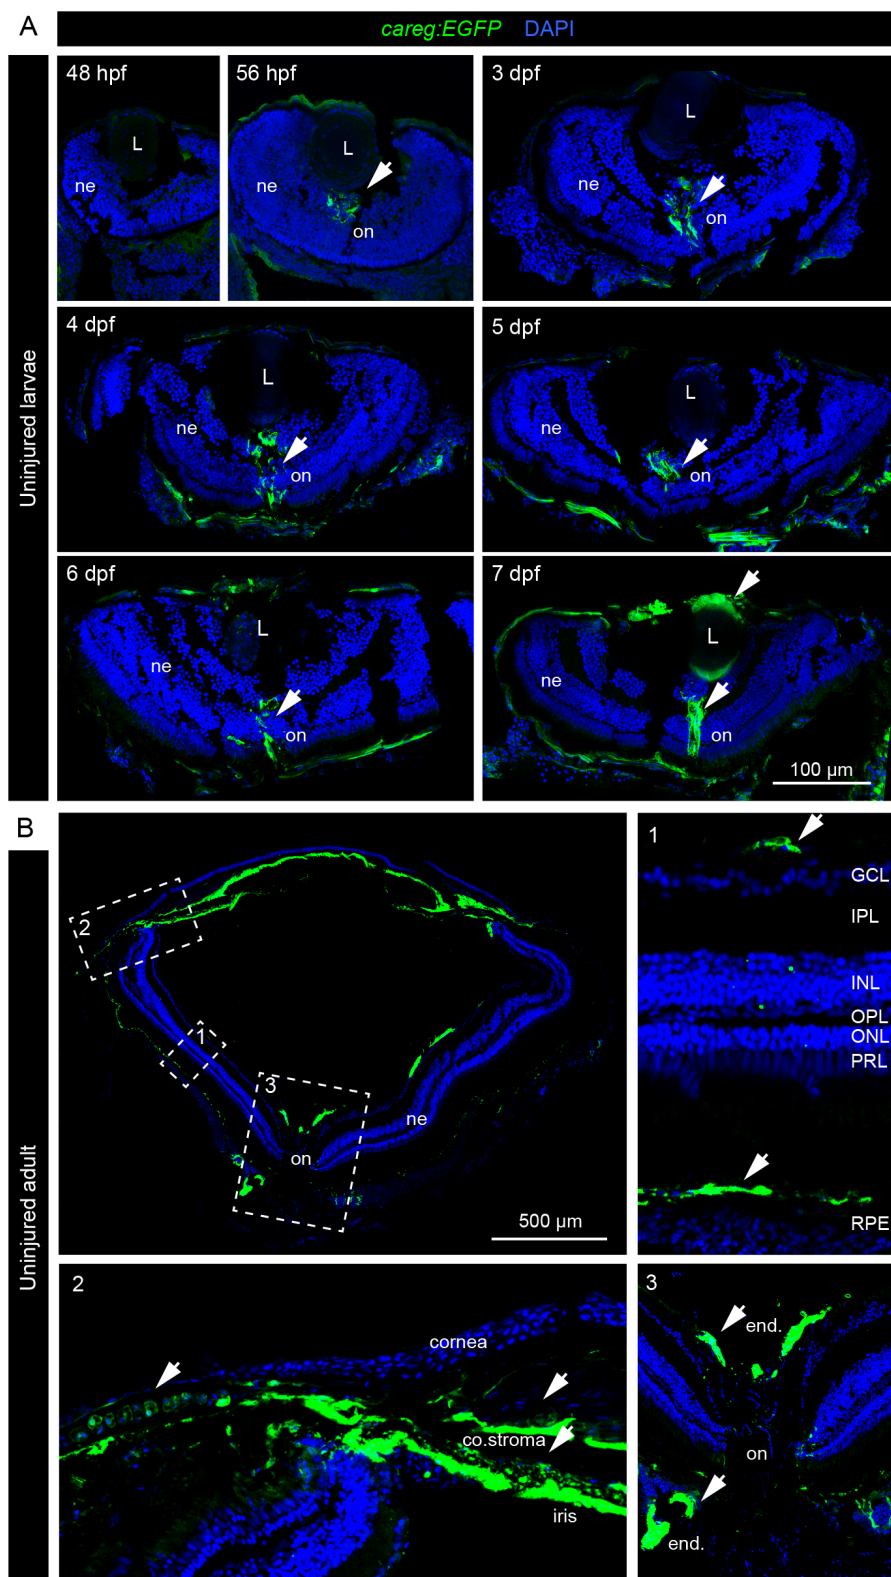

Supplementary Figure S1. *careg:EGFP* expression in developing and adult uninjured zebrafish eye.

(A) Transversal cryosections of *careg:EGFP* transgenic larval eyes at different developmental stages. Endogenous *careg:EGFP* expression is shown in green (white arrows) and nuclei are stained with DAPI (blue). Number of fish, N = 3.

(B) Transversal cryosections of *careg:EGFP* adult eyes. Higher magnifications of the adult eye are shown as 1-3 panels. 1. Retina. 2. Corneal stroma and iris. 3. Region with the optic nerve. L, lens; ne, neuroepithelium; on, optic nerve; co.stroma, corneal stroma; end., endothelium.

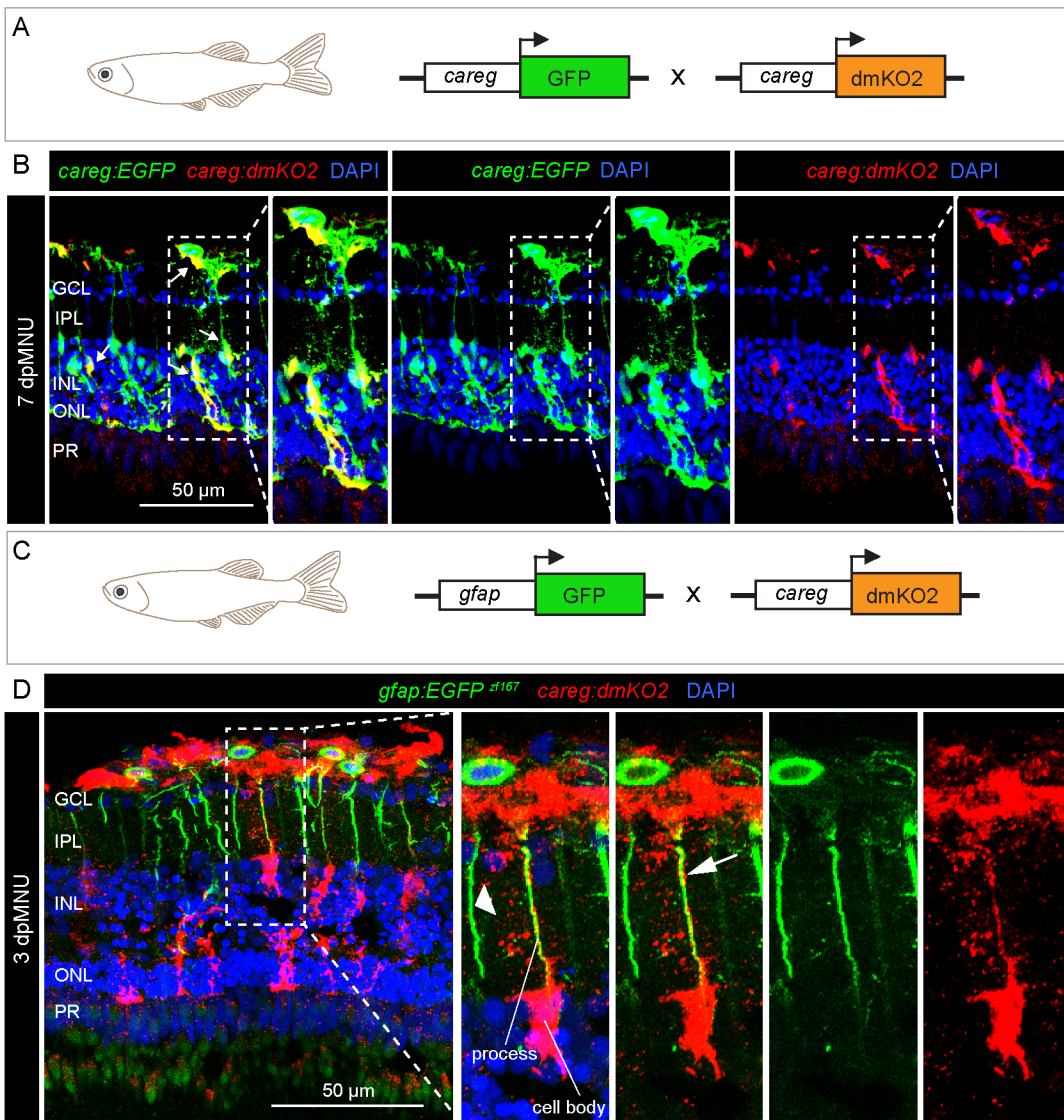

Supplementary Figure S2. Expression of *careg:dmKO2* during retina regeneration.

(A) Schematic representation of the double transgenic *careg:EGFP;careg:dmKO2* zebrafish.

(B) Retina section at 7 dpMNU demonstrates that both transgenic reporters partially overlap in elongated cells of the retina

(C) Schematic representation of the double transgenic *gfap:EGFP^{zf167};careg:dmKO2* zebrafish.

(D) *gfap:EGFP^{zf167}* demarcates the processes of Müller glia, some of which are also *careg:dmKO2*-positive.

GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; PRL, photoreceptors layer. N=3.

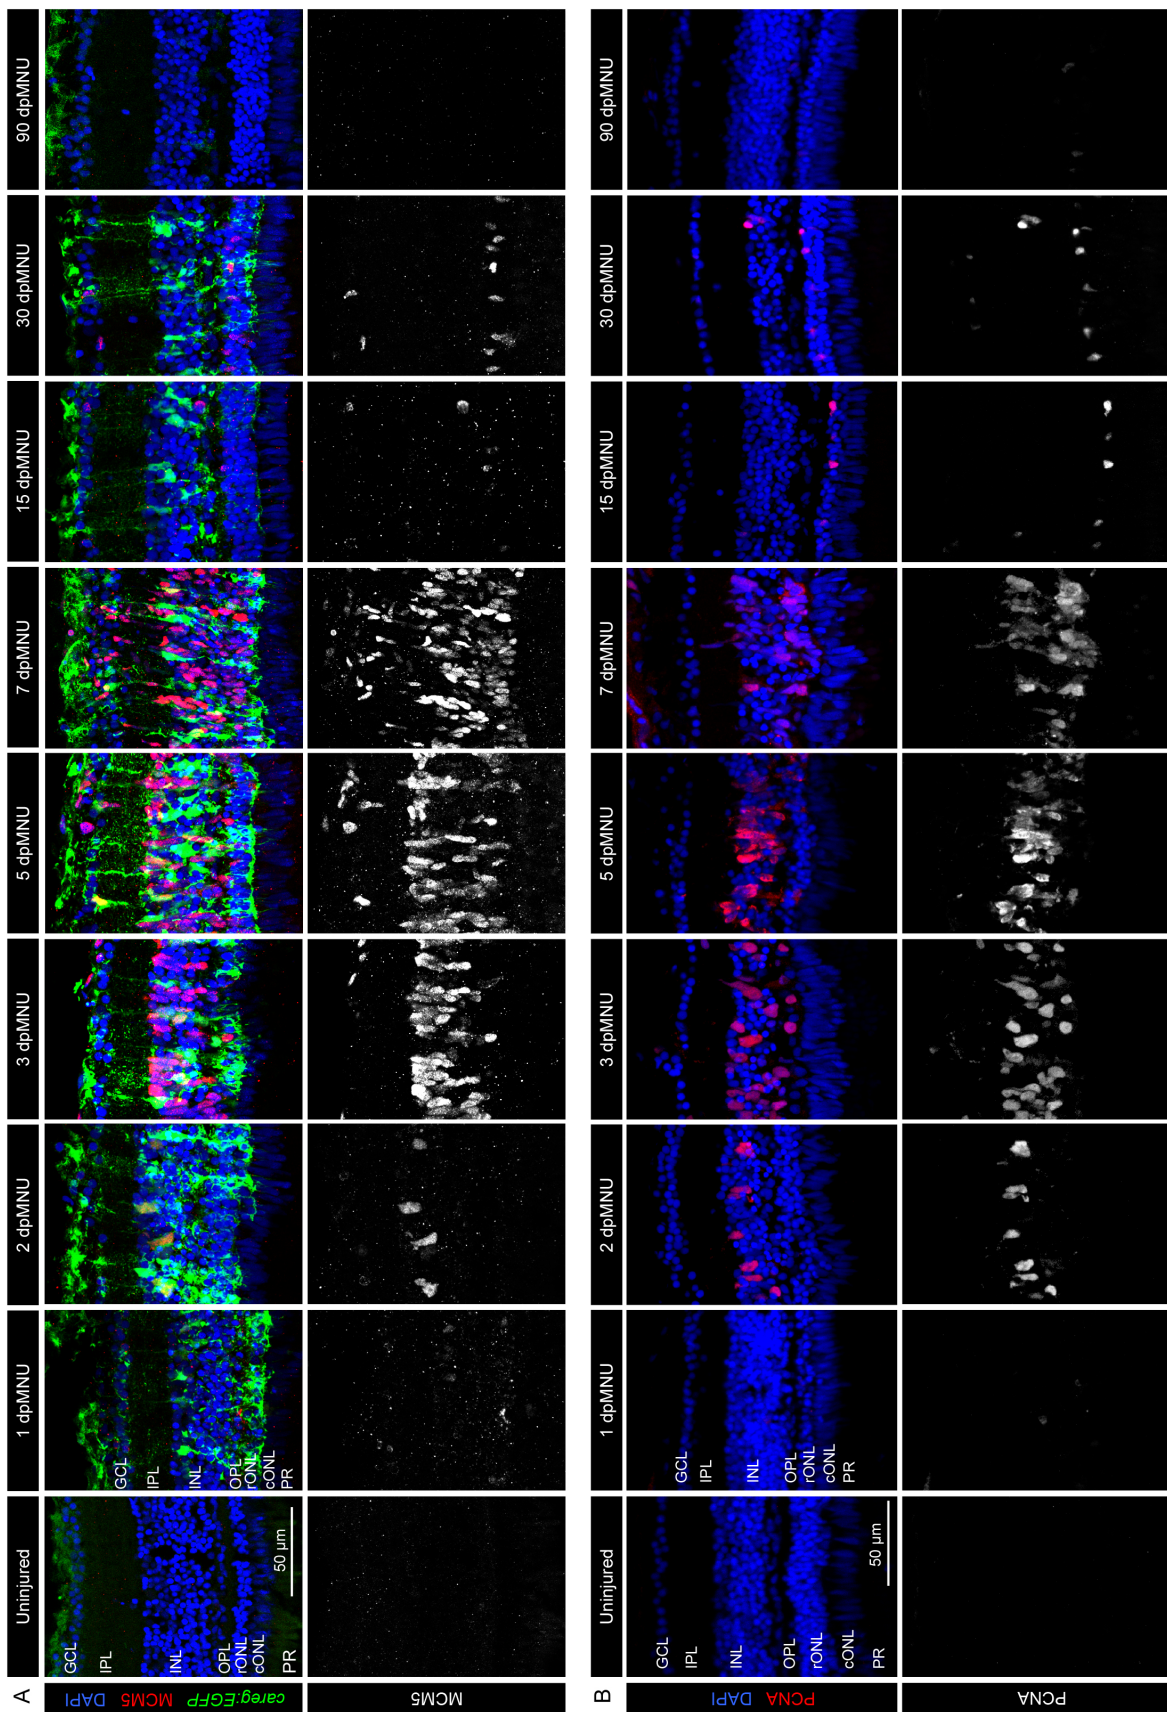

Supplementary Figure S3. The distribution of MCM5 and PCNA expressing cells is similar during retina regeneration.

(A) Sections of *careg:EGFP* retinas immunostained against MCM5 (red), without antigen retrieval.
 (B) Section immunostained against PCNA following antigen retrieval. $N \geq 3$.

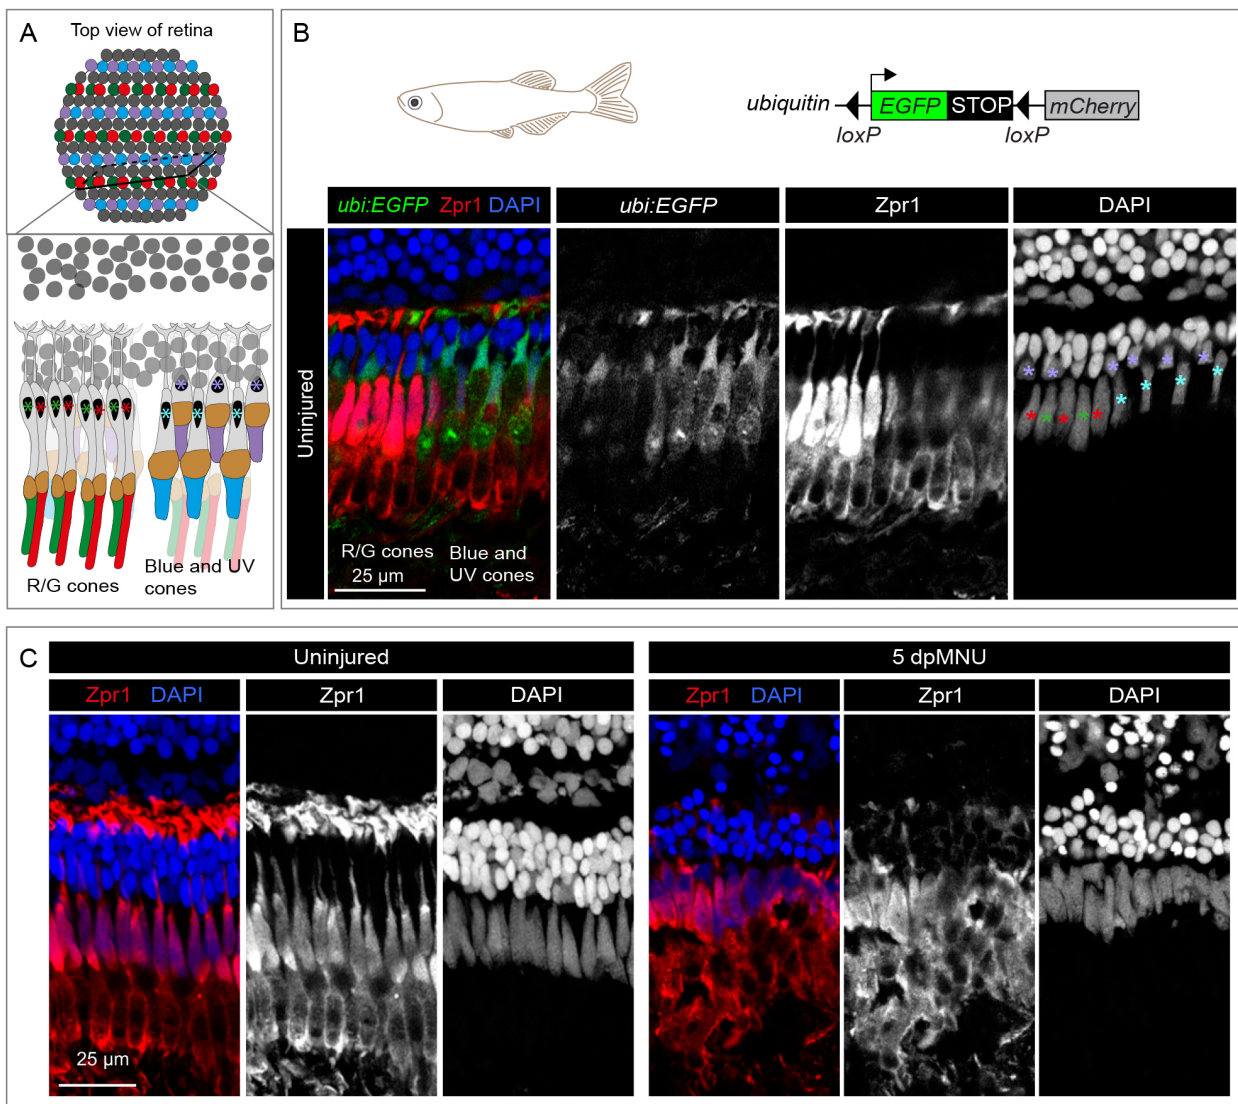

Supplementary Figure S4. The outer segments of red/green R/G cones are disorganized after MNU treatment.

(A) Schematic explanation of the retina sections that include areas with R/G cones and UV and blue cones. Asterisks demarcate the nuclei of different cones with the color code.

(B) Immunostaining against R/G cone marker *Zpr1* (red) of uninjured retina of *ubi:EGFP* (green) transgenic fish. The area with intense *Zpr1* staining does not colocalize with *ubi:EGFP*, which is specific for UV and blue cones. N=3.

(C) Immunostaining against R/G cone marker *Zpr1* (red) of uninjured and 5 dpMNU retinas. Disorganized pattern of *Zpr1*-positive outer segment of R/G cones is detected at 5 dpMNU. N=3.

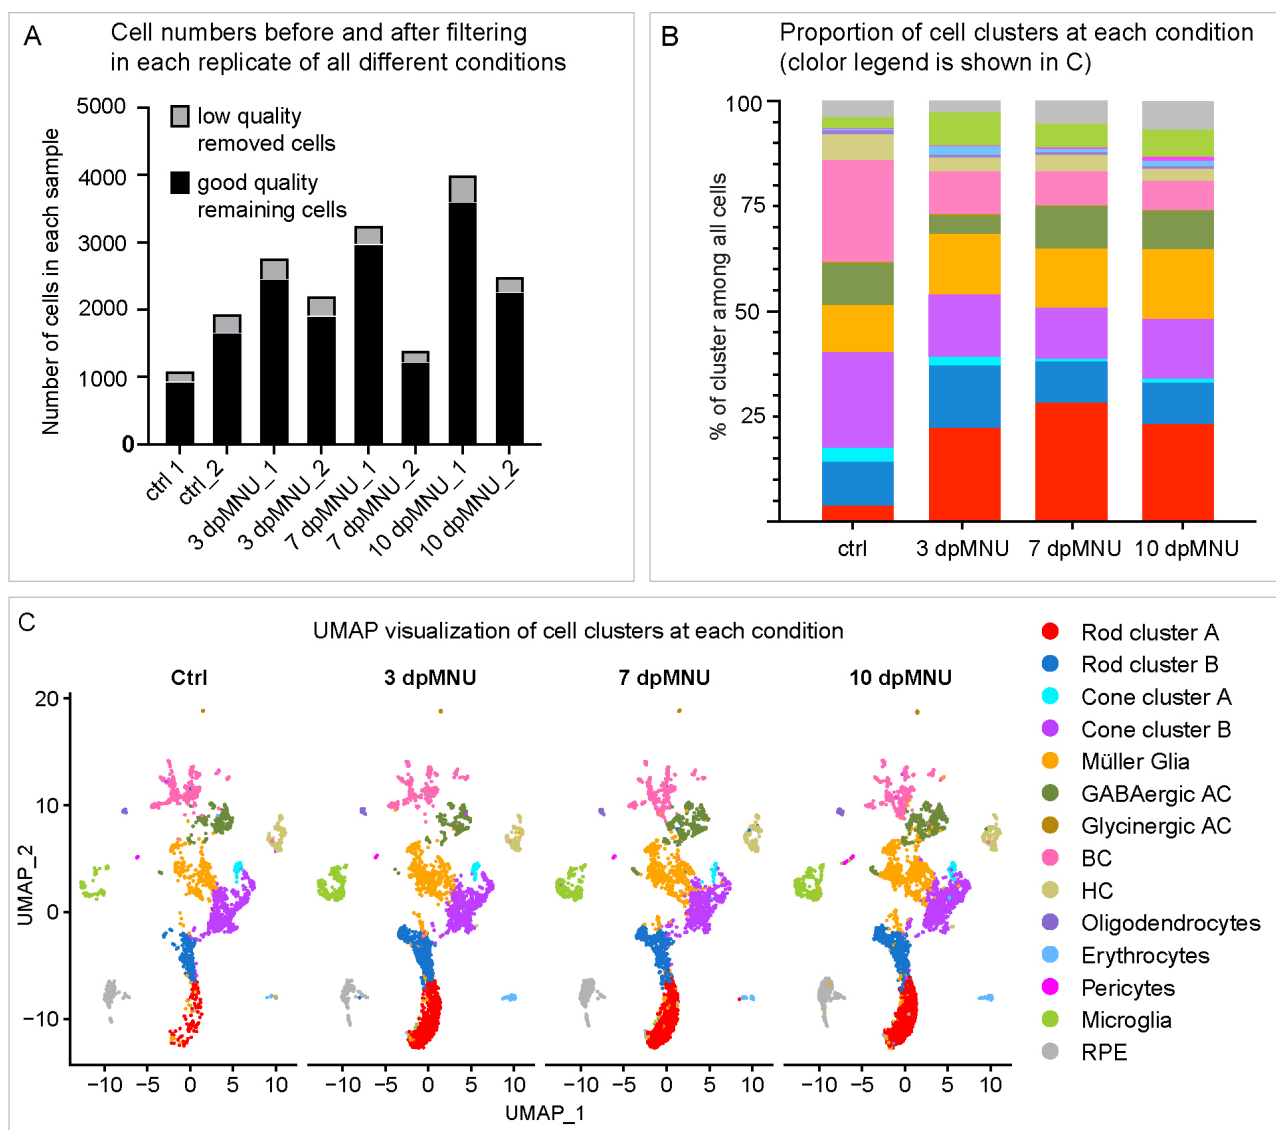

Supplementary Figure S5. Cell composition of the adult zebrafish retina after MNU treatment.

(A) Graphical representation of the cell numbers recovered in each biological replicate of scRNAseq.

(B) Proportion of the cell clusters for control uninjured retinas and for the three timepoints following MNU chemical injury of the scRNA-sequencing data.

(C) UMAP visualization of cell clusters for control uninjured retinas and for the three timepoints following MNU chemical injury of the scRNA-sequencing data.

How the deposited data were processed for this re-analysis (not part of the article)

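The data are 8 single-cell RNA libraries of adult *careg:EGFP* zebrafish retinas, 2 from each of 4 conditions: 3 days after heat-inactivated MNU (control) and 3, 7 and 10 dpMNU. The authors, per the methods and the deposited matrices, aligned the reads of each droplet 3′ library with Cell Ranger to the zebrafish genome with an *EGFP* sequence added, and deposited UMI counts per gene and called barcode, whole numbers that are not normalised; replicates are separate and the Seurat steps of the study are not in the files. Each matrix has 32521 features. Where 1 symbol stands for several gene identifiers (552 symbols) the identifiers were kept apart. Total UMIs were 5844388 and 5679385 in the controls, 12901730 and 13725378 at 3 dpMNU, 18604078 and 8495134 at 7 dpMNU, and 20897037 and 18126231 at 10 dpMNU.

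Barcodes had to hold at least 250 UMIs and 200 genes, the numbers the study gives. Within each library, barcodes beyond 3 median absolute deviations (scater 1.30.1) were then removed. The limits covered low or high UMIs, low or high gene number, and a high mitochondrial share. The study names the lower limits and the mitochondrial share, without the number of deviations. It also states that doublets were removed, without saying how, and the upper limits on UMIs and genes were set here. Each library was normalised with SCTransform (sctransform 0.4.2, Seurat 5.3.0) with mitochondrial and ribosomal shares regressed out. Libraries were integrated by anchors over 30 dimensions on 2913 of 3000 selected features, since a set of genes was held out of the clustering so that it could be tested without having shaped the classes. Clusters at resolution 0.2 were named by a rule over marker genes written before the matrices were opened. Cones and Müller glia-like cells were clustered again. A cone sub-cluster led by rod genes had first been counted as non-UV cones against that rule and was moved to the unassigned cells after gene counts had been seen; the value with it included is given as an alternative. Doublets were marked by simulation (scikit-learn 1.9.0); 569 cells carry the mark and stay in unless stated.

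UMIs were summed per library and class where a class had at least 5 cells in the library. Sums were scaled by TMM, filtered by filterByExpr and tested in edgeR 4.0.16 with a robust quasi-likelihood F test; p values were adjusted over all genes tested, and a gene was called at an adjusted p under 0.05. For changes after MNU each class had a single fit with condition as its only factor. For rod A-like against rod B-like, UV against non-UV cone-like, and *EGFP*-positive against *EGFP*-negative Müller glia-like cells, library was a block; the difference of a response between classes was the interaction in such a fit. Cell counts per class were tested with edgeR, and shares by the exact permutation test over 28 splits, two-sided. All values of log2 fold change come from the fit, and CPM are means over libraries. Per library, sums held 51 to 1470 cells for rod A-like, 97 to 440 for rod B-like, 6 to 60 for UV cone-like, 68 to 164 for non-UV cone-like and 75 to 504 for Müller glia-like cells. The *EGFP* feature was left out of the test of *EGFP*-positive cells.

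The text names, per comparison, every gene the study names for it, the 10 largest changes among called genes with separate libraries and a mean of at least 50 CPM, and up to 3 genes per described list. Of the 25 gene lists, those marked "(paper)" were written with the study's tables in view. Other single genes, such as *hlfa*, *roraa* and *rd3l*, cluster markers, and the genes of the closing part that none of these rules gives, were picked after their values were seen. Genes at 0 CPM in a whole group have no fold change printed.

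The test was tested on simulated data with 200 changed genes per comparison. At a 4-fold change it recovered 24% of them in rod A-like cells at 3 dpMNU, 58% in rod B-like, 46% in UV cone-like, 70% in non-UV cone-like and 60% in Müller glia-like cells, and at a 2-fold change between 1 and 10%; rod A-like against rod B-like it recovered 86 and 71%, and for the *EGFP* comparison 77 and 17%. No simulated gene was called in the wrong direction, and false calls were between 0 and 8. The 200 changed genes are a larger share where fewer genes are tested, which eases recovery. The percentages are therefore not directly comparable between comparisons.

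Alternatives set before the matrices were opened were DESeq2 1.42.0 as size factors and as test, no low-count filter, only the libraries compared, a replicate block or none, at least 10 cells or 500 UMIs, cells thinned to 500 UMIs, marked doublets removed, held-out genes kept in, resolution 0.4, clusters from merged values, shares among neurons and glia only, at least 2 *EGFP* UMIs, UMI-matched *EGFP*-negative cells, only the control or only the MNU libraries, and each library left out in turn. No limit in deviations, rod B-like without its second cluster, the cone sub-cluster above, Müller glia-like cells without the progenitor, rod and ganglion-type sub-clusters, and rod A-like and rod B-like cells paired 1 to 1 on UMI count (within 5%) were added after the data had been seen. Immunofluorescence has no deposited values here and was left out. Figures were drawn with matplotlib 3.10.9; R was 4.3.3 and Python 3.11.15.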

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

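A pair of shares stood apart from the other MNU libraries by Dixon's test over 18 groups, of which chance sets about 1 in 20 apart. Rod B-like cells made up 17.5% of 3 dpMNU replicate 2, where the next highest MNU library had 12.1%. UV cone-like cells made up 2.39% of the same library, the next highest having 0.513%.

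Responses differed between the rod classes at 10 dpMNU in 1 gene, *auts2b* (log2 value -2.62, adjusted p 0.0224), by a test of the difference itself; the call is lost with DESeq2, with no low-count filter, with no library block, and without control replicate 2, 7 dpMNU replicate 2 or either 10 dpMNU library. Between the cone classes 1 gene differed at 3 dpMNU, *nfil3-5* (-4.41, adjusted p 0.0436), which fell further in UV cone-like cells; this call too is lost with DESeq2, no low-count filter or no library block, and without any 1 of the control, 3 dpMNU or 10 dpMNU libraries. At 10 dpMNU 43 genes differed, 38 of them with a higher response in UV cone-like cells (25 genes with DESeq2, 28 with no low-count filter, 1 with no library block, 21 without control replicate 1 and 22 without 10 dpMNU replicate 2). These 38 are led by rod transcripts: *pde6ga* (4.03, adjusted p 7.55e-15), *guca1a* (5.30), *grk1a* (4.22), *pdca* (3.72), *gnb1b* (3.60), *gnat1* (3.06) and *rho* (2.52), while *kera* (-1.91) and *xbp1* (-1.72) are among the 5 lower.

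Genes also changed in classes for which the study reports no comparison with control. Müller glia-like cells had 371 called genes at 3 dpMNU, 85 at 7 dpMNU and 104 at 10 dpMNU. Bipolar-like cells had 456, 208 and 187, with 9, 9 and 7 circadian genes higher, *per1a* and *nr1d1* among them, and 8, 4 and 5 lower. GABAergic amacrine-like cells had 21, 56 and 35, with 6 heat shock genes higher at 7 dpMNU. Horizontal-like cells had 64, 14 and 17, with *ccng1* higher at 3 dpMNU. Microglia-like cells had 17 at 3 dpMNU, among them the granulin *grn1* at 5350 CPM against 236.6 in control, and 3 at 10 dpMNU; at 7 dpMNU edgeR called 0, with 488 at unadjusted p under 0.05. Pigment epithelium-like cells had 20, 10 and 6, with *rbp4l* higher and *rorcb* lower at 3 and 7 dpMNU. Oligodendrocyte-like cells had 12, 1 and 1, with the myelin gene *mpz* among the former. Erythrocyte-like cells, in 7 libraries, have 1 control library with 6 such cells, so their tests borrow spread from the other conditions. Their differences include rod transcripts, with *rho* at 4.1, 4.9 and 3.8 and *gnat1* at 1.8, 2.9 and 2.2 on the log2 scale at 3, 7 and 10 dpMNU. The hemoglobin gene *hbba2* had 4.4, 2.5 and 0.92.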

How the results depend on the processing

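Of 253 values of 31 results under other settings, leave-one-out fits apart, 218 set before the data were examined and 35 added after, 173 kept their side of the threshold and lay within 1.5 times the value given in the text, 2 were weaker, 6 stronger, 72 moved by more than that and 0 reversed. Of 12105 values of 650 genes and comparisons, 10315 stayed as they were, 1592 lost their call, 189 gained one and 9 reversed. With 2 libraries per condition, rare classes and a median of 901.5 to 1444 UMIs per cell, small changes in rod A-like cells and UV cone-like cells lie beyond what the counts resolve. Restricting to cells with at least 500 UMIs removes no cell, so it is no separate test. Except where a sentence names the reason, the cause was not tested.

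With each library left out in turn, which leaves a condition with 1 library assumed to vary like the others, the called genes at 3, 7 and 10 dpMNU range over 2 to 950, 3 to 946 and 6 to 876 in rod A-like cells, 21 to 203, 26 to 163 and 28 to 142 in rod B-like cells, 7 to 101, 1 to 54 and 5 to 97 in UV cone-like cells, 15 to 339, 17 to 348 and 62 to 679 in non-UV cone-like cells, and 21 to 572, 15 to 119 and 24 to 193 in Müller glia-like cells. Between classes they range over 2961 to 4057 (rod A-like against rod B-like), 374 to 472 (UV against non-UV) and 10 to 13 (*EGFP*-positive against negative). Genes whose response differs between rod classes range over 0 to 408, 0 to 438 and 0 to 422, and between cone classes over 0 to 1, 0 to 2 and 21 to 43. The difference in share between MNU and control ranges over 18.5 to 33.9 points for rod-like cells, 15 to 30.5 for rod A-like cells, 0.659 to 1.07 for *EGFP*-positive cells and 2.6 to 4.15 for those among Müller glia-like cells. For rod A-like cells, with an exact p of 0.0714 from all libraries, p is 0.0476 without either library of 3 dpMNU or of 7 dpMNU (20 and 24.2, then 21 and 25.1 points) and so passes 0.05; for *EGFP*-positive cells it is 0.0476 without 3 dpMNU replicate 2 (0.659 points), where 0.143 is given. For rod-like cells it no longer passes without either control library (0.143 and 0.286), where 0.143 is the least possible. Classes with a changed abundance range over 0 to 6, 0 to 5 and 1 to 5.

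With the replicate number as a block, the called genes at 3, 7 and 10 dpMNU are 132, 116 and 97 (rod A-like), 180, 115 and 132 (rod B-like), 62, 16 and 82 (UV cone-like), 126, 155 and 330 (non-UV cone-like) and 496, 108 and 155 (Müller glia-like), and 7, 4 and 6 classes change in abundance. The deviations of libraries with the same number correlate at -0.0527 to 0.231, and between 7 and 10 dpMNU at 0.164 to 0.231 in every class tested, while the block raises the count of genes in each of these classes at every time point; since some correlations lie under 0.1 and neither paper nor labels give the number a meaning, it is not taken to pair the libraries, and a shared batch between some of them stays open. With no replicate block in the comparisons made within libraries, 2235 genes are called between rod A-like and rod B-like cells, 184 between UV and non-UV cone-like cells and 1 between *EGFP*-positive and negative cells; 0, 0 and 0 genes respond differently between rod classes and 0, 0 and 1 between cone classes.

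With no low-count filter, which tests more genes, 178 genes are called in rod A-like cells at 3 dpMNU, 218, 156 and 172 in rod B-like cells, 13 and 11 in UV cone-like cells at 3 and 10 dpMNU, 160 and 198 in Müller glia-like cells at 7 and 10 dpMNU, 0 between rod classes at 10 dpMNU, and 0 and 28 between cone classes at 3 and 10 dpMNU. DESeq2 calls 79 and 40 in rod B-like cells at 3 and 10 dpMNU, 18 and 20 in UV cone-like cells at 3 and 10 dpMNU, 27, 50 and 137 in non-UV cone-like cells, 109, 34 and 34 in Müller glia-like cells, 6 between *EGFP*-positive and negative cells, 1 and 0 between rod classes at 7 and 10 dpMNU, and 0 and 25 between cone classes at 3 and 10 dpMNU. In Müller glia-like cells its calls split into 23 higher and 11 lower at both 7 and 10 dpMNU, where edgeR has 38 and 47, then 49 and 55. With DESeq2's size factors in edgeR, 1, 3 and 2 genes respond differently between rod classes and 2 between cone classes at 7 dpMNU. With only the 4 libraries compared, so fewer samples, 30 and 2 genes are called in rod A-like cells at 7 and 10 dpMNU, 1, 0 and 1 in UV cone-like cells and 5 in non-UV cone-like cells at 3 dpMNU. With only the 2 control libraries 15 genes differ between rod A-like and rod B-like cells, with *cry3a* at 0.15 and *gnb1a* at -0.27 reversed, and 271 between UV and non-UV cone-like cells.

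Without marked doublets 22 genes are called in UV cone-like cells at 7 dpMNU and 43 in non-UV cone-like cells at 3 dpMNU. With the held-out genes kept in the clustering there are 66 and 82 in UV cone-like cells at 7 and 10 dpMNU, 32 in non-UV cone-like cells at 3 dpMNU and 167 in Müller glia-like cells at 10 dpMNU. With cells thinned to the same number of UMIs, 167 genes differ between UV and non-UV cone-like cells. With *EGFP*-negative cells matched on UMIs, 0 genes are called against *EGFP*-positive ones. Among retinal neurons and glia only, the rod A-like difference is 26.9 points and passes (exact p 0.0357), and 1 class changes at 7 dpMNU and 1 at 10 dpMNU. With at least 2 *EGFP* UMIs the *EGFP* difference among Müller glia-like cells is 0.827 points and passes (exact p 0.0357, where 0.107 is given).

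The remaining settings were added after seeing the data. With no limit in median absolute deviations, which keeps more cells, 233, 221 and 190 genes are called in rod A-like cells, 125 in rod B-like cells at 7 dpMNU, 89, 68 and 90 in UV cone-like cells, 148 and 391 in non-UV cone-like cells at 3 and 7 dpMNU and 1123, 53 and 182 in Müller glia-like cells, and the rod A-like difference is 19 points and passes (exact p 0.0357). In that setting *cabp5a* (-0.18 and -0.34 at 3 and 7 dpMNU) and *opn1sw1* (0.85 at 10 dpMNU) reverse in non-UV cone-like cells, as do *txn* (-0.019), *hsp70.2* (0.046) and *hsp70l* (0.0019) in the *EGFP* comparison. Without cluster 9, 113 genes are called in rod B-like cells at 10 dpMNU. With the cone sub-cluster led by rod genes counted as non-UV, 835 genes differ between UV and non-UV cone-like cells and *rcvrna* reverses (-0.016). Without the sub-clusters led by progenitor, rod or ganglion-type genes, 49 genes are called in Müller glia-like cells at 7 dpMNU and 3 between *EGFP*-positive and negative cells.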

Differences from the paper's values

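The paper's differential tests took cells as replicates and the values here take libraries; the paper states no threshold on fold change or p for its counts. Settings without a library leave it out of the fit. Where no setting is said to come near the paper's value, none of those run does.

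The paper removed 12 ± 2% of cells (its methods give results as mean ± SEM) and 26.2% of barcodes were removed here; with no limit in median absolute deviations, added after seeing the data, 12.6% are removed. Its supplement counts 17046 cells in total, where 23139 barcodes lie above the minimum and 19608 were kept here, so it is not known whether it started from the barcodes deposited, and the percentages need not have the same base. The paper has 91 rod A cells in control and 270 rod A-like cells were found here, 51 without control replicate 1 and 219 without control replicate 2, with no setting near it. The paper's rod A share at 3 dpMNU is 22% and the value here is 37.9%; a value is taken to differ when it lies beyond the SD and over 1.5 times apart. By that rule the value without 3 dpMNU replicate 1 (27.3%) and that with clusters from merged values (37.3%), both set before, and that with no limit in median absolute deviations (33.1%), added after seeing the data, do not differ, and the others do; 37.3% is hardly nearer to the paper's value and falls within the rule because its SD is larger (16.9 against 15).

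The paper counts 400 genes between rod A and rod B and 3506 are called here, with no setting near it. Between UV and non-UV cones the paper's supplement has 276 and 474 are called here; no replicate block gives 184, only the 2 control libraries 271, only the 6 MNU libraries 322, and leave-one-out 374 (control replicate 2), 380 (3 dpMNU replicate 2), 409 (7 dpMNU replicate 1) and 402 (10 dpMNU replicate 1), and the rest remain apart. For *EGFP*-positive Müller glia the paper's supplement has 42 genes, 41 without *EGFP* itself, all of them higher in positive cells. Here 16 are called, only 2 of them higher and 14 lower, and no setting comes near the paper's count.

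In rod A at 3 dpMNU the paper has 74 genes and 115 are called here; DESeq2 gives 81, only the 4 libraries compared 96, marked doublets removed 94, and leave-one-out 58 (3 dpMNU replicate 2), 91 (7 dpMNU replicate 1) and 101 (7 dpMNU replicate 2), while the rest remain apart. In rod B at 7 dpMNU the paper has 148 and 73 are called here; no low-count filter gives 156, a replicate block 115, held-out genes kept in the clustering 104, and leave-one-out 160 and 163 (10 dpMNU replicates 1 and 2). Added after seeing the data, no limit in deviations gives 125 and drops 2 of the 31 genes of the paper called here, and leaving out cluster 9 gives 104 and also drops 2. In rod B at 10 dpMNU the paper has 182 and 65 are called here; no low-count filter gives 172, a replicate block 132, and leave-one-out 133 and 132 (7 dpMNU replicates 1 and 2) and 142 (10 dpMNU replicate 2).

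In UV cones at 3 dpMNU the paper has 95 genes and 52 are called here; leave-one-out gives 101 (control replicate 1) and 82 (10 dpMNU replicate 2), and no limit in deviations, added after seeing the data, gives 89 and drops 4 of the 33 genes of the paper called here. In non-UV cones at 3 dpMNU the paper has 142 and 69 are called here; a replicate block gives 126, leave-one-out 98 (7 dpMNU replicate 2) and 98 (10 dpMNU replicate 1), and no limit in deviations, added after seeing the data, 148, dropping 14 of the 38 genes of the paper called here. In non-UV cones at 7 dpMNU the paper has 217 and 113 are called here; a replicate block gives 155 and leave-one-out 148 (3 dpMNU replicate 2) and 146 (10 dpMNU replicate 1). In each of these the other settings remain apart from the paper.

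*EGFP*-positive cells make up 5.40, 2.64 and 2.66% of cells at 3, 7 and 10 dpMNU in the paper and 2.05, 0.886 and 1.13% here. Of Müller glia the paper has 10% *EGFP*-positive and the value here is 4.48%. No setting chosen before comes near these; no limit in deviations, added after seeing the data, gives 4.11, 1.8 and 2.05%, and 9.13%.

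Directions in the paper's tables mostly match those here, but not in *EGFP*-positive Müller glia. The paper chose its genes on these same libraries, so a shared direction is no independent evidence. Of its genes tested here, 338 of 368 have the paper's direction between rod classes (308 called so, 6 called the other way), 226 of 243 between cone classes (124 and 2) and 24 of 41 in *EGFP*-positive Müller glia (1 and 0), where no limit in deviations, added after seeing the data, gives 18 of 41 with none called. Against control, at 3, 7 and 10 dpMNU, these are 74 of 74, 117 of 119 and 69 of 70 in rod A, 176 of 176, 145 of 145 and 178 of 178 in rod B, 91 of 93, 16 of 16 and 65 of 65 in UV cones, and 135 of 137, 207 of 208 and 328 of 334 in non-UV cones, with 0 called the other way.

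For the rod classes the paper reports an inverse enrichment of paralogs, and its supplement has *rhol*, *pde6ga* and *guca1b* higher in rod B and *rho*, *pde6gb* and *guca1a* higher in rod A; here those of rod A are also higher in rod A-like cells (log2 fold change 2.53, 2.03 and 1.71), but so is *rhol* (0.75), and *pde6ga* (0.45) and *guca1b* (0.21) do not pass. Of the 14 phototransduction genes it places higher in rod B, 3 pass lower in rod A-like cells (*cngb1b* -1.88, *gucy2f* -0.74, *pde6b* -0.68), 2 higher (*rbp4l* 0.96, *gnb1a* 0.75) and 9 do not pass. Lower calls are added for *rcvrna* with DESeq2's size factors (-0.50, adjusted p 0.0134 in edgeR), DESeq2 (-0.50, adjusted p 0.00276), no replicate block, thinned cells, cells paired on UMI count (chosen after seeing the data) and without control replicate 2, for *pde6a* under the same settings and only the 6 MNU libraries, and for *cngb1a* under all of these and without 3 dpMNU replicate 1. Of the disease genes it finds in rod B, *rpgrb* (-2.62) and *rpgrip1* (-1.20) are lower in rod A-like cells, *prom1a* (0.60) is higher, and *crx* (-0.04) and *prom1b* (0.20) do not pass.

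The paper has *rho* and *rom1b* rising after injury in rod A, and here they do not pass in rod A-like cells at 3 dpMNU (1.00 and 1.19). Without control replicate 1 alone are they called (3.24 and 3.71), as is *pde6ga* (2.30), and the same fit calls all of these and *rbp4l* at 7 and 10 dpMNU. *rbp4l* in rod A-like cells at 3 dpMNU (1.83) is called by DESeq2 (1.80, adjusted p 0.0444) and without control replicate 1 (3.28). *zgc:162144* in rod A-like cells is called at 7 and 10 dpMNU with a replicate block (2.37 and 2.37) and without control replicate 1, and *aanat2* at 7 dpMNU without control replicate 2 (-1.51). In rod B the paper has *gnat1* and *gngt1* falling; in rod B-like cells they are lower (-0.73 and -0.75 at 3 dpMNU) and pass in no setting. There, *pde6ga* at 3 dpMNU (1.06) is called with no low-count filter (1.24), without 3 dpMNU replicate 1 (1.44) and, added after seeing the data, without cluster 9 (1.27). *aanat2* (-1.62 and -1.55 at 7 and 10 dpMNU) is called with no low-count filter (-1.52 and -1.42), a replicate block, only the 4 libraries compared and most leave-one-out fits, and at 7 dpMNU by DESeq2 (-1.65, adjusted p 0.0283), with its size factors and with held-out genes kept. *zgc:162144* at 7 and 10 dpMNU and *rbp4l* at 10 dpMNU are called with no low-count filter (1.29, 1.23 and 1.26) and in some leave-one-out fits. After seeing the data, no limit in deviations also calls *aanat2* at both times and *zgc:162144* at 7 dpMNU, and leaving out cluster 9 *aanat2* at 7 dpMNU and *rbp4l* at 10 dpMNU.

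In non-UV cone-like cells at 3 dpMNU 6 genes of the paper do not pass. With a replicate block *ckbb* (1.38), *arr3a* (1.40), *kera* (-1.73), *rorcb* (-2.07) and *cry3a* (-1.86) do; DESeq2 calls *ckbb* (1.37) and *arr3a* (1.37), no low-count filter *arr3a*, *kera*, *rorcb* and *cry3a*, and leaving out control replicate 1 these and *guca1c* (2.07), as do other leave-one-out fits for *kera*, *rorcb* and *cry3a*. After seeing the data, the rod-led cone sub-cluster counted as non-UV calls *kera*, *rorcb* and *cry3a*, and no limit in deviations *cry3a*. At 7 dpMNU *cry3a* is called with a replicate block (-1.52), *rbp4l* by DESeq2 (1.48), with no low-count filter and with held-out genes kept, and *cry3a*, *rbp4l* and *guca1c* without control replicate 1, with no limit in deviations (after seeing the data) again calling *cry3a*; at 10 dpMNU *kera* is called without control replicate 1 (-1.09).

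In UV cone-like cells *rorcb* is called with a replicate block at 3, 7 and 10 dpMNU (-2.21 and -3.06 at 3 and 10 dpMNU), with no low-count filter at 7 and 10 dpMNU, and in some leave-one-out fits. With held-out genes kept in the clustering *grk1b* (-2.12), *ckbb* (1.47), *opn6b* (-1.75) and *rbp4l* (1.22) are called at 7 dpMNU and *cry3a* (-2.11) and *guca1c* (1.35) at 10 dpMNU. *grk1b* at 7 dpMNU and *cry3a* at 10 dpMNU are also called without marked doublets (-1.72 and -1.89), *cry3a* with a replicate block and with at least 10 cells, *ipmkb* at 7 dpMNU with no low-count filter, and *grk1b*, *opn6b*, *ipmkb*, *cry3a* and *guca1c* in some leave-one-out fits. After seeing the data, no limit in deviations calls *grk1b*, *ckbb*, *opn6b*, *ipmkb* and, at 10 dpMNU, *cry3a*.

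Of the Müller glia genes the paper names for *EGFP*-positive cells 1 of 23 measured is called here, and no setting calls a further one of those tested in the main comparison. For the TOR pathway *rps6* has a log2 fold change of 0.23 (adjusted p 0.974).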

Other observations

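Müller glia reprogramming genes rose in Müller glia-like cells at 3 dpMNU. Of 33 Müller glia reprogramming genes 15 rose and 1 fell at 3 dpMNU (20 and 1 when adjusted over the list alone), with 1 and 0 at 7 dpMNU and 1 and 0 at 10 dpMNU; the median log2 fold change of the list was 1.36, 0.18 and 0.23, and the time points were not tested against each other. The matrix protease *mmp9* (log2 fold change 2.85, adjusted p 0.000167), *txn* (3.00, adjusted p 2.57e-05), *ddr1* (3.12, adjusted p 2.65e-05), the proneural factor *ascl1a* (2.14, adjusted p 0.0211) and *lgals2a* (2.14) rose, with the intermediate filament *gfap* (1.64, adjusted p 0.00966) and *glulb* (1.29, adjusted p 0.0367). The mixture of cells differs between the conditions: the sub-cluster led by Müller glia genes has 35 cells in control and 42 at 3 dpMNU, the progenitor-type one 55 and 149, and those led by none of the gene lists 79 and 220. With the progenitor, rod and ganglion-type sub-clusters left out, a setting chosen after seeing the data, 498 genes were called at 3 dpMNU, 281 of them among the 371. *txn* (adjusted p 0.00118) and *lgals2a* (adjusted p 0.026) also rose in horizontal-like cells and *txn* in microglia-like cells (adjusted p 0.0294), so these rises are not particular to Müller glia-like cells. Of the *EGFP*-positive Müller glia genes (paper), not independent evidence, 9 of 23 rose and 1 fell in all Müller glia-like cells at 3 dpMNU. Nuclear oxidative phosphorylation genes rose in 8 of 78 and antioxidant genes in 4 of 16, and the apoptosis list genes *ccng1* (1.75) and *rps27l* (2.24) rose. The hormone gene *stc2a* fell at every time point (-5.42, -5.56 and -4.14; adjusted p 4.9e-07, 4.07e-07 and 9.94e-07), and so did the respiratory chain variant *ndufa4l2b* (-2.45, -2.61 and -1.80). The 3 dpMNU count of 371 becomes 21 without control replicate 2, 72 without 3 dpMNU replicate 1, 189 without 3 dpMNU replicate 2, 246 without control replicate 1 and 572 without 7 dpMNU replicate 1.

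Among the genes higher in the same cluster at 7 and 10 dpMNU, picked after their values were seen, are the tubulin *tubb5* (3.24 and 2.70), the stathmin *stmn2b* (3.89 and 3.49), *uchl1* (3.23 and 3.59), *alcamb* (3.31 and 2.79) and, at 10 dpMNU, *gap43* (3.01), *insm1a* (1.63) and the rod factor *nr2e3* (1.92). The cluster holds 88 cells of ganglion and glycinergic amacrine type and 429 of progenitor type, so these values mix a change in cells with a change in the mixture. With those and the rod-type sub-clusters left out, a setting chosen after seeing the data, 49 genes were called at 7 dpMNU. Cell cycle genes passed in 1, 0 and 2 of 28. The collagen *col15a1b* fell at 7 and 10 dpMNU (-1.85 and -2.00). Without control replicate 2 the counts of 85 and 104 become 15 and 24; other omissions give 41 without 7 dpMNU replicate 1 at 7 dpMNU, and 26, 186 and 193 without 10 dpMNU replicate 1, 7 dpMNU replicate 1 and 7 dpMNU replicate 2 at 10 dpMNU.

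The tests of explanations below had their predictions written before the results were seen, except where a sentence says otherwise.

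Rod A-like and rod B-like cells of the same libraries differ in many genes; with the class labels swapped within libraries, 1 of 100 assignments, the real one, called as many (3506, the next 3289, from swapping control replicate 2 alone), but the classes were drawn from the same counts, which fixes that outcome, so the swaps say nothing about chance. A loss of cytoplasm from rod B-like cells fits: the difference between nucleus-like and other cones correlates with that between rod B-like and rod A-like cells across genes (Spearman rho 0.688, and 0.653 without ribosomal, mitochondrial and oxidative phosphorylation genes). The number of UMIs per cell fails as an explanation: with cells paired 1 to 1 on UMI count in the same library, a setting chosen after seeing the data but before its own result, the median log2 fold change of the called genes is 0.996 of that without pairing (0.956 to 1.12 with single libraries left out) and 3179 of 3181 keep their direction. Thinning calls 2356 genes, 1.49 times fewer and 1.48 to 1.52 times over 10 further draws, around the limit of 1.5 written before. That limit was poor, since thinning also lowers the genes tested from 5517 to 3289 and the share called rises from 63.5 to 71.6%. For doublets, 3520 genes are called without the 569 marked cells, within the 1.5 times written before. The marks cover 2.9% of all cells at a preset rate, too few to settle whether doublets contribute. A difference in maturity, the biological explanation, may stand beside the loss of cytoplasm, since rho of 0.688 leaves much of the variation open and no test here separates them.

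Some clock genes, *nfil3-5* among them, changed in both rods and cones. For a difference in the time of day at collection, of 29 circadian calls of 14 genes in photoreceptors 100% have the same sign in the mean of the other classes, which meets the limit of 75% written before. In a comparison added after that value was seen, so do 90% of the 799 calls of other genes, and by gene the sets do not differ (14 of 14 against 444 of 513 with the same sign at every call, Fisher p 0.234), so the test leaves this explanation open. Of the circadian calls 86.2% are called in another class as well, against 27.3% of the others. The paper states that fish were kept in the dark for 1 day and dissected under red light, which speaks against a difference in light; neither it nor the labels give an hour of collection, so a clock shifted by the injury and a clock read at another hour are not separated by that 100%. Free RNA with the make-up of rod A-like cells fails as an explanation for *nfil3-5*. Its ratio to *rho* outside photoreceptors is 45.6 times that in rod A-like cells (12.1 in the lowest library). The ratio was not taken against cones or rod B-like cells, so free RNA from these stays open. For *aanat2* the ratio is 2.5, with 1.16 in control replicate 2, and free RNA stays open; reading the ratio by library was decided after the values were seen, and *rbp4l*, another photoreceptor gene, has 4.43.

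*EGFP*-positive Müller glia-like cells differ from negative ones in 16 genes. Of 16 swaps of the labels within libraries, 2 called as many genes (up to 17), so with 5 libraries the test cannot tell the real grouping from chance. For depth, the median fold change of the called genes with UMI-matched cells was 0.831 of its value without matching (0.494 to 1.04 over resampled genes), which cannot tell; 0 genes were called in edgeR with matched cells, with 50 of 663 at unadjusted p under 0.05. For the mixed cluster, the ratio without the progenitor, rod and ganglion-type sub-clusters was 0.689 (0.449 to 0.883), which cannot tell either; reading both against the resampled range was decided after the values were seen. No biological explanation was set apart by the values 0.831 and 0.689.

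For UV and non-UV cone-like cells 1 of 100 assignments, the real one, called as many genes (474, the next 272); these classes too were drawn from the same counts, so the swaps say nothing about chance.

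The limits in deviations weigh on *EGFP*. Of the *EGFP* UMIs in cells above the minimum, 1208 of 1509 (80.1%) lay in cells the limits removed (1170 in cells over the upper limit on UMIs, 19 in cells over that on mitochondrial share), whose median depth was 5947 UMIs against 1008 in those kept. With no limit, chosen after seeing the data, *EGFP*-positive Müller glia-like cells number 216 in 6 libraries and 19 genes are called, 8 higher and 11 lower, 0 of them shared with the 16; the Notch target *her4.1* (log2 fold change 2.07, adjusted p 2.79e-05), *sfrp1a* (1.80), *foxg1a* (1.22) and *ascl1a* (1.06) are higher, and the replication gene *mcm5* (0.85), and *stxbp6l* (-1.48), *fgf24* (-0.91) and *otx2b* (-0.76) are lower.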
